# LncRNA and mRNA expression profiles and functional networks of hyposalivation of the submandibular gland in hypertension

**DOI:** 10.1038/s41598-020-70853-x

**Published:** 2020-08-18

**Authors:** Zhu-Jun Shen, Ye-Chen Han, Yi-Ning Wang, Hong-Zhi Xie

**Keywords:** Cardiology, Molecular medicine

## Abstract

Hyposalivation is a complication of hypertension. However, little is known about the role of long non-coding RNAs (lncRNAs) in salivary glands in hypertension. This study aimed to compare the lncRNA and mRNA expression profiles between spontaneous hypertension rats (SHRs) and Wistar-Kyoto (WKY) rats through microarray analysis and apple bioinformatics methods to analyse their potential roles in hyposalivation. The differentially expressed (DE) lncRNAs and mRNAs were confirmed by quantitative real-time PCR (qRT-PCR). Compared with WKY rats, 225 DE lncRNAs and 473 DE mRNAs were identified in the SMG of SHRs. The pathway analyses of DE mRNAs showed that inflammatory mediator regulation of transient receptor potential channels was involved in hyposalivation in SHRs. Ten DE lncRNAs were chosen for further research. A coding-non-coding gene co-expression (CNC) network and competing endogenous RNA (ceRNA) network analysis revealed that the potential functions of these 10 DE lncRNAs were closely connected with the processes of the immune response. This study showed abundant DE lncRNAs and mRNAs in hypertensive SMGs. Furthermore, our results indicated strong associations between the immune response and hyposalivation and showed the potential of immune-related genes as novel and therapeutic targets for hyposalivation.

## Introduction

Hypertension is highly prevalent in the general population. Approximately one-third of adults, or approximately one billion people, are affected by hypertension. By 2025^1^, this number will increase to 16 billion. It is characterized by increased systemic arterial blood pressure (systolic blood pressure ≥ 140 mmHg and/or diastolic blood pressure ≥ 90 mmHg) and functional or organic damage to the heart^2,3^, brain, kidneys and other organs. It has been reported that Na^+^ imbalance may play an important role in the occurrence and development of hypertension. In rats with various forms of experimental and hereditary hypertension, Na^+^ reabsorption is enhanced^4^. In addition, Na^+^ transport plays an important role in regulating salivation^5^. Studies have found that hypertension should influence salivary function^6,7^. However, the molecular mechanism underlying the pathology of hyposalivation in hypertension is still unknown.

Xerostomia, a term derived from the Greek words ξηρός (xeros), meaning "dry", and στόμα (stoma), meaning "mouth", is the dryness of the oral cavity resulting from hyposalivation that is the objective finding of reduced salivary flow. A decrease in saliva secretion can increase the risk of opportunistic infection, caries, periodontal disease, denture retention decline and traumatic ulcers, which has a negative impact on the quality of life^8^. Although salivation decreases with age, the real causes of xerostomia in elderly individuals may be drug-induced hyposecretion of saliva, head and neck irradiation and systemic diseases, such as Sjogren’s syndrome, type 2 diabetes and hypertension^9^. A recent study showed that the salivary secretion of the submandibular gland (SMG) in spontaneously hypertensive rats (SHRs) was significantly reduced. The proteomic analysis of the SMG in SHRs showed that the expression of 95 proteins had changed. Specifically, aquaporin 5 and parvalbumin, related to water transport and intracellular Ca^2+^ signal transportation, have been shown to have protein expression differences^10^. McKinley et al. injected angiotensin II into the parotid gland through the carotid artery, resulting in a substantial decrease in the salivary secretion rate, which indicated that angiotensin II has a direct inhibitory effect on the parotid gland, which may be mediated by a constricting action on its vasculature or alterations in water and electrolyte transport^11^. These studies suggested that there should be a relationship between hypertension and damaged salivary function.

Long non-coding RNAs (lncRNAs), with a length of more than 200 nucleotides, are a kind of non-coding transcript for which the transcript has almost no protein coding function. LncRNAs can regulate the expression of target genes at the level of transcription and post-transcription. LncRNAs are widely involved in biological processes, such as signal transduction, molecular decoys, scaffolding and guiding ribonucleoprotein complexes^12^. Abnormally expressed lncRNAs are also associated with a variety of human diseases, such as various cancers^13^ and respiratory diseases^14,15^. An increasing number of studies have shown that lncRNAs are involved in the development of cardiovascular disease. Multiple lncRNAs are involved in the development of hypertension^16^, and lncRNA-AK094457 is considered to be a key regulator of blood pressure and endothelial function. It can increase angiotensin-II-induced vascular dysfunction by inhibiting PPARγ^17^. LncRNA-AK098656 regulates the biological function of vascular smooth muscle cells and promotes hypertension^18^. LncRNA-TUG1/miRNA-145-5p/FGF10 promotes the proliferation and migration of vascular smooth muscle cells in hypertension by activating the Wnt/β-catenin pathway^19^. However, few studies have reported the regulatory roles of lncRNAs in hypertension and the SMG^18^.

In this study, we used SHRs as the model to measure the salivary secretion of the SMG. Microarray analyses were used to investigate the differentially expressed (DE) lncRNAs and DE mRNAs in the SMG. A coding-non-coding gene co-expression (CNC) network and the competing endogenous RNA (ceRNA) network were constructed for several DE lncRNAs to predict the key genes involved in hyposalivation in hypertension. Finally, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses of the predicted target genes were carried out to identify the related pathways. The findings of this study offer new insights into the role of lncRNAs in salivary gland function in patients with hypertension.

## Materials and methods

### Animals

Five male 14-week-old SHRs weighing 200–400 g were purchased from Charles River Laboratories (Beijing, China). The same number of Wistar-Kyoto (WKY) rats, matched in age and weight, were used as the control group. Rats were kept in a humidity- and temperature (24 °C)-controlled animal room with a light:dark cycle (12:12 h) in different cages for each group. The animals were allowed free access to the same diet. The animal experiments were approved by the Experimental Animal Welfare Ethics Branch and the Biomedical Ethics Committee of Peking University (Beijing, China). The experimental procedure conformed to the Guide for the Care and Use of Laboratory Animals (NIH Publication No. 85-23, revised 1996). All animal studies were reported in accordance with the ARRIVE guidelines (Kilkenny et al. 2010)^20^. The SMGs were carefully removed from the anaesthetized rats, frozen in liquid nitrogen and stored at − 80 °C.

### Measurement of stimulated salivary flow of SMGs

The rats were fasted randomly for 12 h. After anaesthesia with an intraperitoneal injection of chloral hydrate (0.4 g/kg body weight), the SMG duct was isolated and inserted into a capillary tube. The volume of saliva was measured 10 min after the injection of pilocarpine (10 μg/kg body weight)^21^.

### Histological evaluation

SMG tissue blocks were placed in 4% neutral paraformaldehyde for 24 h, followed by routine paraffin embedding and the preparation of 5-µm slices. The sections were deparaffinized and hydrated and then stained with haematoxylin and eosin (H&E). After dewaxing and staining with H&E, pathological changes in SMG tissue were observed under a light microscope (Q550CW, Leica, Manheim, Germany) (n = 5). Five fields of each section were randomly chosen.

### Microarray gene expression analysis

All microarray hybridizations and analyses were carried out by KangChen Biotech (Shanghai, China). Total RNA from the SMG tissue was quantified using the NanoDrop ND-1000. RNA integrity was assessed by standard denaturing agarose gel electrophoresis. Sample labelling and microarray hybridization were based on the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology) with minor modifications. Agilent Feature Extraction software (version 11.0.1.1) was used to analyse the acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies). After quantile normalization of the raw data, lncRNAs and mRNAs for which at least 5 out of 10 samples had flags of Present or Marginal (“All Targets Value”) were chosen for further data analysis. LncRNAs and mRNAs that were differentially expressed between the two groups with statistical significance were identified through *P*/false discovery rate (FDR) filtering. The DE lncRNAs and DE mRNAs were identified by volcano plot filtration with a twofold threshold and *P* < 0.05. Hierarchical clustering was carried out to show the distinguishable lncRNA and mRNA expression patterns among samples^22–24^. The GEO accession number of the dataset of this study is GSE144438.

### Quantitative real-time PCR (qRT-PCR) analysis

TRIzol reagent was used to isolate the total RNA of SMGs tissues according to the manufacturer's protocol. The RevertAid First Strand cDNA Synthesis Kit (Promega, Madison, WI, USA) was used to synthesize cDNA from 2 μg of total RNA. qRT-PCR was carried out by using FastStart universal SYBR Green Master (ROX) on a BioRad CFX96 system (Thermo Fisher Scientific). β-Actin served as an endogenous control. The sequences of the primers are listed in Supplementary Tables S1 and S2.

### Gene ontology and pathway analyses

GO analysis was used to explore the biological roles of DE mRNAs, including three domains: molecular functions (MFs), biological processes (BPs), and cellular components (CCs). Fisher’s exact test was used to determine if the overlap between the DE list and the GO annotation list was greater than that which would be expected to occur by accident. KEGG pathway analysis was carried out to determine the significantly enriched pathways in the DE lncRNA host genes. Fisher’s *P-*value denotes the significance of the pathways associated with the conditions. Lower *P-*values indicate more significant pathways (the cut off value of *P-*value is 0.05).

### Coding-non-coding co-expression network analysis

To reveal the potential regulatory relationships between lncRNAs and mRNAs, a hybrid hierarchical clustering algorithm was used to identify the co-expression of all DE lncRNAs and DE mRNAs. The lncRNA–mRNA pairs were identified by PCC values of no less than 0.95.

### lncRNA–miRNA–mRNA regulatory network construction

The potential miRNA response elements (MREs) were identified within the sequences of DE lncRNAs and DE mRNAs. We used miRanda (https://www.microrna.org/microrna/) to predict miRNA binding seed sequence sites, and the overlapping of the same miRNA binding site on both lncRNAs and mRNAs represented a lncRNA–miRNA–mRNA interaction. The ceRNA network was constructed and illustrated using Cytoscape (v3.4.0).

### Statistical analysis

Data are expressed as the mean ± the standard error of the mean, and Student's *t* test (Mann–Whitney *U*) was used to determine the difference between two groups. *P* < 0.05 was considered to indicate a statistically significant difference. Statistical analyses were carried out with the GraphPad Prism v5.0 package (GraphPad Software, Inc., La Jolla, CA, USA).

## Results

### Fluid secretion from the submandibular glands was decreased in the SHRs

To study whether the secretion of the SMGs in SHRs was affected, saliva was collected in vivo from SHRs and from WKY rats used as controls. The total volumes of secreted saliva in response to 10 μg/g pilocarpine were measured. Compared with WKY rats, the stimulated salivary flow rate of the SMGs was significantly decreased in SHRs (Supplementary Fig. S1). These data showed that the secretory function of the SMG in SHRs was damaged. H&E staining showed no local lymphocyte infiltrates in the SHRs. Observation under the optical microscope revealed no obvious differences between the WKY rats and SHRs (Supplementary Fig. S2).

### Global profiling of lncRNAs and mRNAs in SHRs and WKY rats

We identified 225 lncRNAs (120 upregulated lncRNAs, 105 downregulated lncRNAs) and 473 mRNAs (201 upregulated mRNAs, 272 downregulated mRNAs) that were differentially expressed with a fold change ≥ 2.0 and a *P-*value < 0.05. 

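SMG RNA from 5 SHRs and 5 WKY rats was measured on 10 Agilent one-colour arrays, 1 rat per array. SHRs are an inbred rat strain that develops high blood pressure, and WKY rats are the related strain with normal blood pressure that served as the control group. The paper gives the age of the rats as 14 weeks, and the labels of the deposited arrays give 8 weeks. For each array the authors deposited the output of Agilent's Feature Extraction software, which holds the background-corrected intensity of every spot before any normalization between arrays, and they also deposited a table of log2 values after their quantile normalization. Each array held 43217 spots, of which 41800 were not control spots; these belonged to 38804 probes, 10333 for lncRNAs, 28287 for mRNAs and 184 of other kinds. The median signal of an array lay between 43.6 and 76.9 intensity units in SHRs (median of the 5 arrays 68.9) and between 79.7 and 120.0 in WKY rats (median 80.9). Between 85.2% and 92.9% of the probes were well above background on the arrays of SHRs, and between 91.5% and 95.7% on the arrays of WKY rats. No spot was saturated, and between 117 and 195 spots per array were left out because the scanner software marked them as outliers. The arrays lay on 3 slides, as far as shared scan times and array positions show. Slide 1 held the SHR named SHR2-1 and the WKY rats WKY1-5, WKY4-1 and WKY4-2, slide 2 held the SHRs SHR2-3, SHR3-1, SHR3-3 and SHR3-4, and slide 3 held WKY1-2 and WKY1-3, so that only slide 1 held both strains. From the deposited intensities, the log2 signals of the spots of a probe were averaged and quantile-normalized across the 10 arrays. Probes whose signal was well above background on at least 5 of the 10 arrays were kept, 8805 for lncRNAs and 26986 for mRNAs, which equal the sums of the numbers printed in Fig. 1c,d. SHRs were compared with WKY rats by limma, which fits a linear model to each probe and shares information on the spread between probes, with Benjamini-Hochberg adjustment over all 35791 kept probes. The number of arrays limits the precision: the median SD between rats of a strain was 0.28 on the log2 scale, 0.20 in SHRs and 0.30 in WKY rats (0.14 in WKY rats without the 2 arrays of slide 3), where the median SD between the 10 spots of 1 probe on an array was 0.10 to 0.16.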

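At a fold change of at least 2 and an adjusted p under the threshold of 0.05 in limma, 122 lncRNAs differed between the strains, 67 higher and 55 lower in SHRs. By the same rule 307 mRNAs differed, 123 higher and 184 lower in SHRs. With the unadjusted p of limma at the same threshold, the counts were 332 lncRNAs (170 higher, 162 lower) and 621 mRNAs (289 higher, 332 lower). The methods' t-test on the same values gave 277 lncRNAs and 529 mRNAs at the threshold of the methods, and 90 lncRNAs and 237 mRNAs after Benjamini-Hochberg adjustment. On the authors' own normalized values the methods' t-test gave 225 lncRNAs (120 higher, 105 lower) and 473 mRNAs (201 higher, 272 lower), and 94 lncRNAs and 240 mRNAs after adjustment; this combination was chosen after the data were seen. The counts moved with the processing. Scaling to the 75th percentile of each array gave 1085 lncRNAs (43 higher, 1042 lower) past the unadjusted threshold. After normexp, limma's model of signal and background, with an offset of 50 added, 34 lncRNAs and 141 mRNAs were past the adjusted threshold. Past the unadjusted one were 40 lncRNAs and 167 mRNAs. An added offset lowers folds by construction. The median change of the 429 adjusted calls was 0.83 log2 with normexp, and all kept their sign. In the methods' t-test on values without the offset it was 1.41 log2. With the slide as a block, a fit in which the strain difference rests on the 1 SHR and 3 WKY rats of slide 1, 42 lncRNAs and 101 mRNAs were past the adjusted threshold. Without the 2 arrays of slide 3, which was chosen after the data were seen, 299 of the 429 adjusted calls and 420 of the 953 unadjusted calls were kept. From the differential expression between SHRs and the control group, the paper proposes that some of the abnormally expressed lncRNAs have roles in the development of hyposalivation.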

The DE lncRNAs and DE mRNAs between the control group and SHRs are displayed in the volcano plot and heatmap. The heatmap shows the top 50 DE lncRNAs and DE mRNAs based on fold change (Fig. 1a,b). 

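Over all kept probes, not chosen for a difference between the strains, the first principal component held 55.6% of the variance between the 10 arrays. Its mean score was lower in SHRs than in WKY rats by a difference of -76.4 (two-sided exact permutation test, p = 0.0079, the smallest that 5 rats against 5 allow). The scores of WKY1-2 and WKY1-3, the 2 arrays of slide 3, were 113.3 and 113.5, and those of the other 8 rats lay between -47.4 and -9.71. Without these 2 arrays, which was chosen after the data were seen, the first component held 43.0% of the variance. It separated the strains by -58.9 (exact permutation test, p = 0.0179, the smallest that these 8 rats allow). In that fit SHR3-3 scored -83.0 and the other SHRs between -10.0 and -0.19, and the WKY rats between 26.3 and 47.6. Much of this separation thus rests on SHR3-3, though the strains did not overlap without it. The second component held 17.6% of the variance and did not separate the strains over all 10 rats (exact permutation test, p = 0.135). On it SHR3-3 scored -79.9 and the other SHRs between -5.27 and 7.40. The WKY rats of slide 1 scored between 22.6 and 46.5, above every SHR, including SHR2-1 of the same slide. The overlap came from WKY1-2 and WKY1-3, at -13.1 and -9.45. The correlation across probes between WKY1-2 and WKY1-3 was 0.994, and between either of them and any other rat it was 0.935 to 0.962. Probes are not independent replicates.

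**Figure D1:**
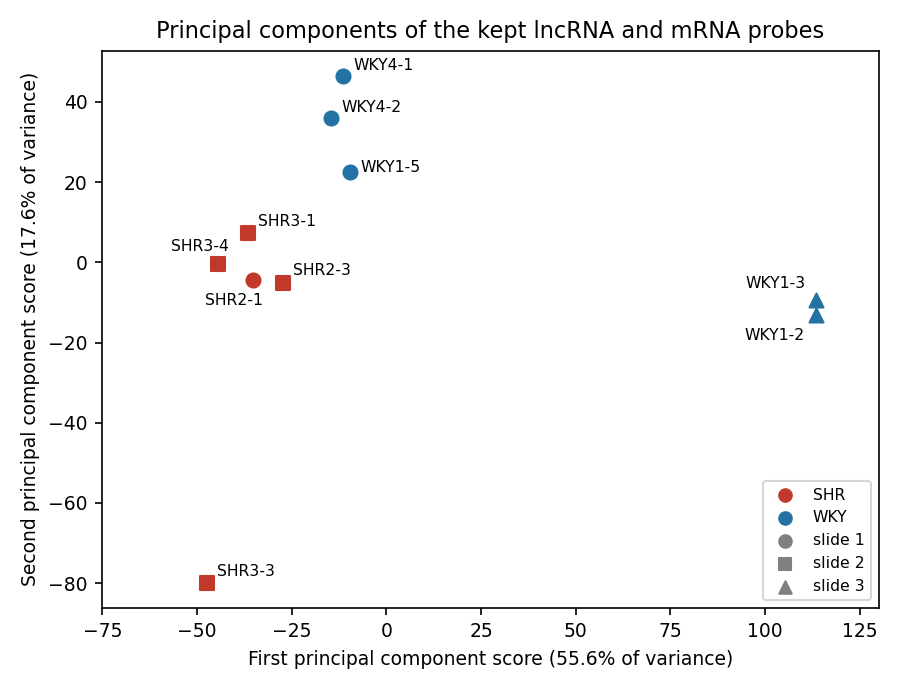
Scores of the 10 rats on the first and second principal components of all kept probes (log2 signal, centred per probe), with SHRs in red and WKY rats in blue; circles are arrays of slide 1, squares of slide 2 and triangles of slide 3. WKY1-2 and WKY1-3 score 113.3 and 113.5 on the first component, and SHR3-3 scores -79.9 on the second.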

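Among the 8805 lncRNA probes kept, 360 (4.09%) differed at least 2-fold between SHRs and WKY rats, and among the 26986 mRNA probes 690 (2.56%) did. An adjusted p under 0.05 in limma, at any fold change, was reached by 242 lncRNA probes and 685 mRNA probes. The 5 SHRs and the 5 WKY rats did not overlap on 2901 probes (8.11%), where chance gives 0.794%. Of the 429 probes past both thresholds, 419 showed no overlap between the strains. Of these 429, 48 differed at least 8-fold, 15 higher and 33 lower in SHRs, 9 of them lncRNAs and 39 mRNAs. The supplementary tables pair probes with transcripts for some of the largest differences only, and for lncRNA and mRNA probes the array files give the name of the probe only, so that others are given here by the name of the probe. Among mRNAs, the probe ASRN6AP1B100011699V3 was 16.0-fold higher in SHRs (log2 difference 4.00, SE 0.18, adjusted p = 4.12e-07 from limma) and the probe ASRN6AP1B102800876V3 28.1-fold lower (log2 difference -4.81, SE 0.23, adjusted p = 5.34e-07 from limma). The latter was well above background on 2 of the 5 SHR arrays. Among lncRNAs, the probe ASRN6LNC1A100008167V3 was 6.48-fold higher in SHRs (adjusted p = 0.0288 from limma), with a signal well above background on 4 of the 5 WKY arrays. Its log2 signal was 1.71 in WKY1-2 and 2.33 in WKY1-3, the arrays of slide 3, and 4.34 to 4.77 in the other WKY rats. Without slide 3, a fit chosen after the data were seen, the probe was higher in SHRs by 1.68 log2 (adjusted p = 0.00155 from limma). With all arrays this probe was higher by 2.70 log2. Its adjusted p rose above the threshold under 11 alternatives and was 0.144 with the slide as a block. The transcripts uc.98+ and uc.122- were 6.37-fold and 5.68-fold higher (adjusted p = 0.00172 and 1.58e-05 from limma). Scaling the arrays to their 75th percentile in place of quantile normalization left uc.98+ with an adjusted p of 0.0838. The lncRNA probe ASRNV20037236V3 was not well above background on any SHR array and was at least 10.5-fold lower in SHRs, taking for each SHR array the higher of the probe's own value and the lowest signal among probes well above background.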

The volcanic plot shows all the DE lncRNAs and DE mRNAs (Fig. 1c,d). 

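Of the 20 lncRNA probes that the paper lists as its top upregulated and downregulated ones, 16 were past a fold change of 2 and an adjusted p of 0.05 in limma, 6 of the 10 listed as upregulated and all 10 listed as downregulated. With the slide as a block 10 of the 20 were. The 10 upregulated probes were 2.26-fold to 8.54-fold higher in SHRs, and the 10 downregulated ones 5.29-fold to 287-fold lower. XR_591634 had the largest rise: its log2 signal was 8.41 ± 0.25 in SHRs and 5.31 ± 0.27 in WKY rats (SD, n = 5 rats each; adjusted p = 1.54e-06 from limma). XR_347479 rose from 6.26 ± 0.13 in WKY rats to 8.71 ± 0.30 in SHRs (SD, n = 5, with an adjusted p of 6.83e-06 from limma). XR_589123 and XR_005438 were 2.56-fold and 2.26-fold higher (adjusted p = 0.000848 and 0.00687 from limma). Their adjusted p was 0.203 and 0.447 with the slide as a block. ENSRNOT00000003443, ENSRNOT000000093505, uc.335+ and uc.247+ were also higher on average in SHRs, with log2 differences of 1.84, 1.80, 1.51 and 1.22, but were not past the adjusted threshold. Their adjusted p in limma was 0.123, 0.149, 0.152 and 0.121, and their unadjusted p 0.0104, 0.0189, 0.0201 and 0.00998. Without SHR3-3 their log2 differences were 1.27, 1.14, 0.95 and 0.90, and with the slide as a block 0.52, 0.47, 0.36 and 0.49. In each of these 4, SHR3-3 was far above the other SHRs: for ENSRNOT00000003443 its log2 signal was 14.56 where the other SHRs lay between 11.46 and 12.14, and the SD in SHRs was 1.30. Among the falls, XR_343417 was 24.5-fold and XR_338923 12.9-fold lower in SHRs (adjusted p = 1.22e-07 and 3.41e-05 from limma). For XR_343417 the signal of WKY4-1 lay above that of the other WKY rats. XR_361783 was 10.1-fold and ENSRNOT00000082006 6.91-fold lower (adjusted p = 0.000659 and 0.00206 from limma). Their adjusted p was 0.167 and 0.222 with the slide as a block, and for ENSRNOT00000082006 SHR3-3 lay below the other SHRs. XR_593287 and XR_341830 were 7.99-fold and 6.42-fold lower (adjusted p = 0.000454 and 9.78e-06 from limma).

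**Figure D2:**
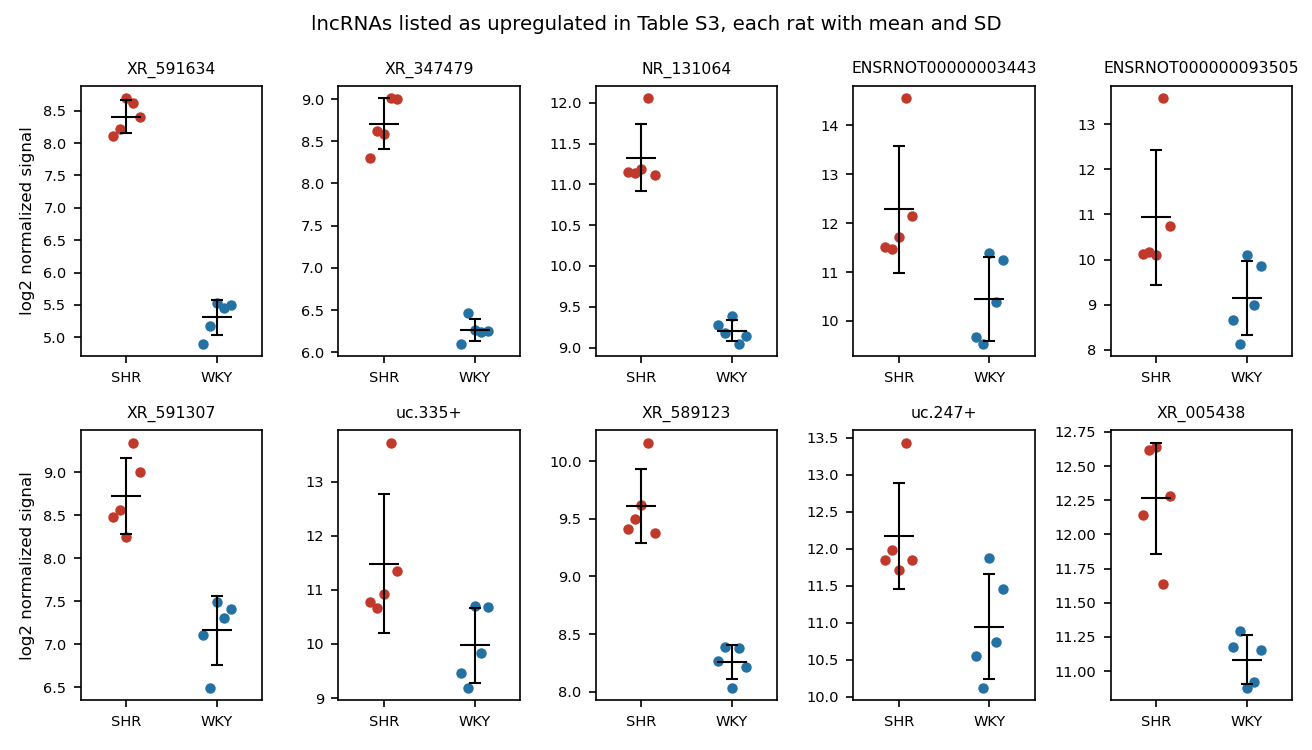
Quantile-normalized log2 signal per rat of the 10 lncRNAs listed as upregulated in Table S3, with SHRs in red and WKY rats in blue; each point is 1 rat and the bars are the mean and SD of 5 rats. For ENSRNOT00000003443 the SHR at the top is SHR3-3, at 14.56.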

The top 10 upregulated and downregulated DE lncRNAs are listed in Supplementary Table S3. 

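All 20 mRNA probes listed by the paper as its top upregulated and downregulated ones were past a fold change of 2 and an adjusted p of 0.05 in limma in the listed direction, and the strains did not overlap on any of them. With the slide as a block 17 of the 20 were past both. The 10 upregulated probes were 5.35-fold to 53.9-fold higher in SHRs and the 10 downregulated ones 15.5-fold to 59.3-fold lower. The largest fall among mRNAs was that of LOC102555445, whose log2 signal was 10.55 ± 0.14 in SHRs and 16.44 ± 0.07 in WKY rats (SD, n = 5 rats each; adjusted p = 1.68e-10 from limma). Its difference stayed between -5.93 and -5.84 with each rat left out in turn. LOC688828 fell from 10.91 ± 0.30 in WKY rats to 5.12 ± 0.15 in SHRs (SD, n = 5, with an adjusted p of 5.52e-09 from limma). Ache, Col25a1, Cyp11b2, Lrtomt and LOC689220 were 27.6-fold, 19.2-fold, 16.1-fold, 15.6-fold and 15.5-fold lower in SHRs, with no overlap between the strains (adjusted p between 5.52e-09 and 7.37e-05 from limma). For Cyp11b2 SHR3-3 lay above the other SHRs, and for Lrtomt SHR3-4 lay below the other SHRs and WKY1-2 above the other WKY rats, by less than 1 log2 each. Lilrb3a was the largest rise among mRNAs, from 2.72 ± 0.38 in WKY rats to 8.48 ± 0.44 in SHRs (SD, n = 5, with an adjusted p of 1.41e-07 from limma), with a signal well above background on 4 of the 5 WKY arrays. Homer2, RT1-S2 and Lig4 were 10.5-fold, 8.74-fold and 5.35-fold higher (adjusted p = 2.00e-05, 5.70e-07 and 5.34e-05 from limma). For Lig4 the signal of WKY4-2 lay above that of the other WKY rats, 6.46 against 5.66 to 5.86. The paper lists 8 of the mRNAs tested by qRT-PCR as matching the arrays. None of the 11 named in this paragraph is among them, so that their differences rest on the arrays.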

The top 10 upregulated and downregulated DE mRNAs are listed in Supplementary Table S4.

**Figure 1:**
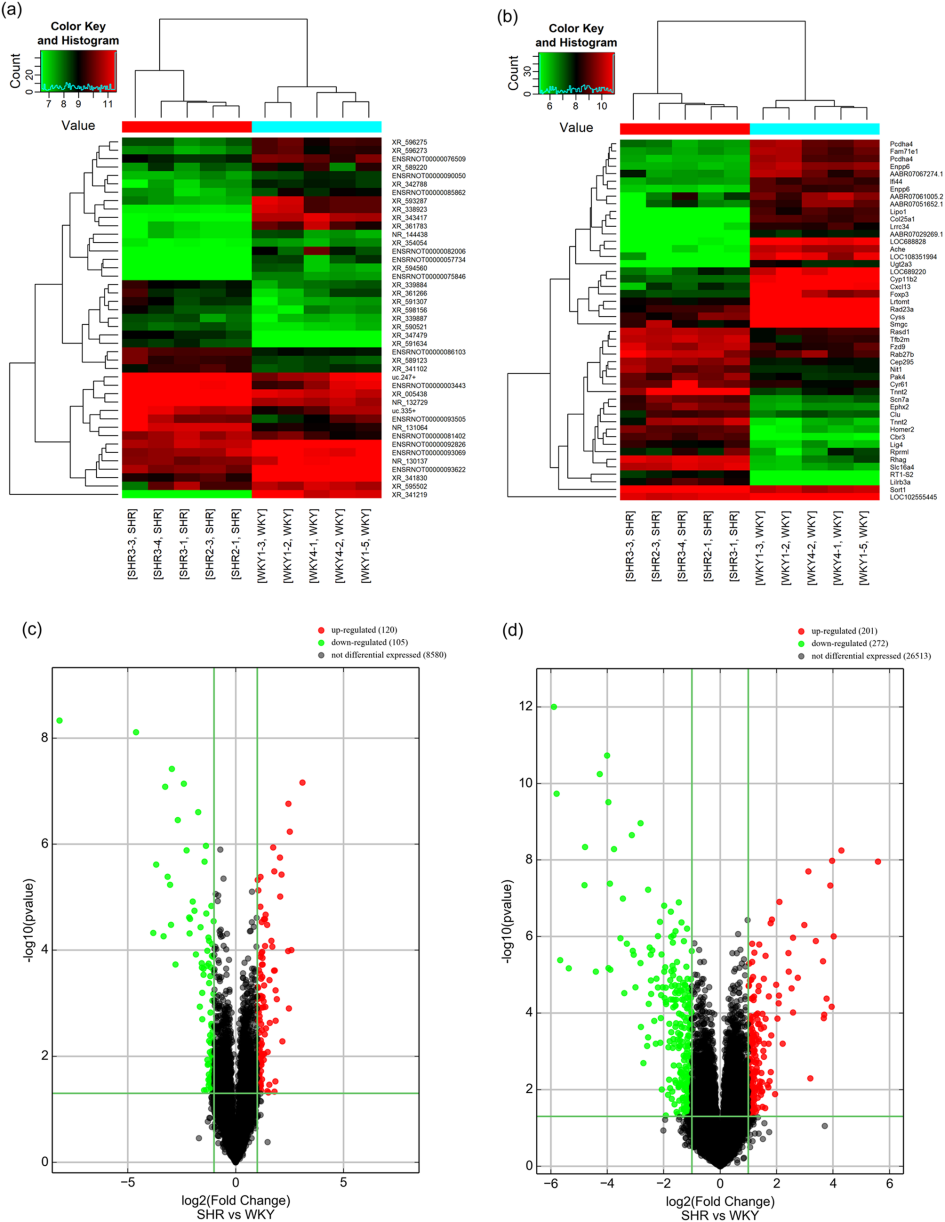
The expression profiling changes of lncRNAs and mRNAs in the submandibular glands of rats. Heatmaps showing the expression profiles of (**a**) lncRNAs and (**b**) mRNAs; volcano plots presenting differences in the expression of (**c**) lncRNAs and (**d**) mRNAs between the SHRs and WKY rats. Values plotted on the x- and y-axes represent the averaged normalized signal values of each group (log2-scaled).

### Validation of DE lncRNA and mRNA expression levels

The expression of 20 selected DE lncRNAs was validated by qRT-PCR (Fig. 2a), 10 of which were consistent with those of the microarray analysis, as follows: 5 downregulated lncRNAs (ENSRNOT00000057734, ENSRNOT00000075846, ENSRNOT00000093622, NR_144438, XR_341219) and 5 upregulated lncRNAs (NR_131064, XR_339884, XR_590521, XR_591307, XR_598156). 

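On the arrays, a probe could be found through the supplementary tables for 15 of the 20 lncRNAs tested by qRT-PCR, and 13 of these were past a fold change of 2 and an adjusted p of 0.05 in limma. For XR_339884, XR_590521, XR_598156, NR_144438 and ENSRNOT00000085862 no probe was paired with the name, and they were not analysed here. The other 6 of the 10 lncRNAs that the paper lists were all past both thresholds, 2 higher and 4 lower in SHRs. Another 9 with a probe, XR_591634, XR_347479 and XR_343417 among them, are not listed by the paper as matching the arrays. Of these 9, 7 were past both thresholds on the arrays. XR_341219 showed the largest fall of any lncRNA, from a log2 signal of 11.52 ± 0.57 in WKY rats to 3.36 ± 0.39 in SHRs (SD, n = 5 rats each; log2 difference -8.17, SE 0.28, adjusted p = 3.93e-08 from limma). It was well above background on 2 of the 5 SHR arrays, so that its 287-fold difference rests on signals near the background in SHRs. ENSRNOT00000057734 fell from 8.09 ± 0.63 to 5.04 ± 0.15 (SD, n = 5, with an SE of the difference of 0.26 and adjusted p = 7.98e-05 from limma), with WKY4-1 at 7.00 and the other WKY rats between 8.12 and 8.56. ENSRNOT00000075846 fell from 7.55 ± 0.17 to 4.59 ± 0.28 (SD, n = 5, with an SE of 0.15 and adjusted p = 1.10e-06 from limma). ENSRNOT00000093622 fell from 12.74 ± 0.17 to 10.33 ± 0.23 (SD, n = 5, with an SE of 0.14 and adjusted p = 3.57e-06 from limma). NR_131064, which matches Meg3 by its accession in the RefSeq gene table of the GRCr8 assembly, rose from 9.21 ± 0.13 in WKY rats to 11.33 ± 0.41 in SHRs (SD, n = 5, with an SE of 0.18 and adjusted p = 8.42e-05 from limma). SHR3-3 was at 12.05 and the other SHRs between 11.11 and 11.19, and with each rat left out in turn the log2 difference lay between 1.94 and 2.18. XR_591307 rose from 7.16 ± 0.40 to 8.73 ± 0.44 (SD, n = 5, with an SE of 0.24 and adjusted p = 0.00522 from limma). With the slide as a block the adjusted p of NR_131064 was 0.0503 and that of XR_591307 0.661, and with the slide as a random block, which was chosen after the slides were seen, that of XR_591307 was 0.0843. For all 6, every SHR lay on the same side of every WKY rat.

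**Figure D3:**
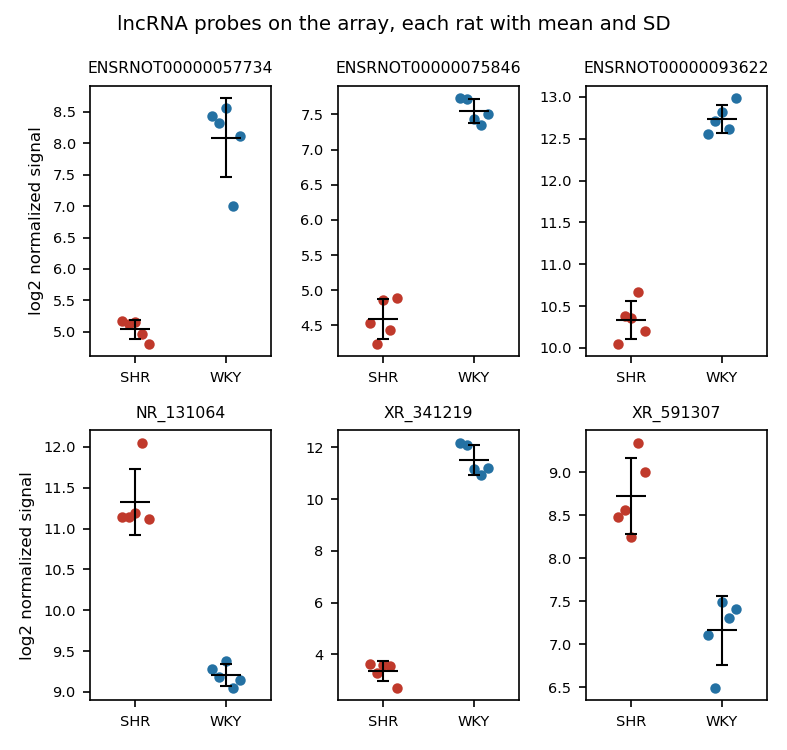
Quantile-normalized log2 signal per rat of 6 lncRNAs tested by qRT-PCR for which a probe was found, with SHRs in red and WKY rats in blue; each point is 1 rat and the bars are the mean and SD of 5 rats. XR_341219 lies at 3.36 on average in SHRs and 11.52 in WKY rats.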

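Among the 20 mRNAs whose primers are listed for qRT-PCR, a probe could be found through the supplementary tables for 19, all but Sort1, and all 19 were past a fold change of 2 and an adjusted p of 0.05 in limma on the arrays. Slc16a4 rose from a log2 signal of 6.06 ± 0.26 in WKY rats to 10.35 ± 0.27 in SHRs (SD, n = 5 rats each; log2 difference 4.30, SE 0.17, adjusted p = 1.19e-07 from limma). Rhag rose from 6.50 ± 0.67 to 10.52 ± 0.12 (SD, n = 5, with an SE of the difference of 0.27 and adjusted p = 1.32e-05 from limma), Cbr3 from 5.00 ± 0.41 to 8.90 ± 0.17 (SE 0.19, adjusted p = 6.25e-07 from limma) and Ephx2 from 6.31 ± 0.18 to 9.29 ± 0.42 (SE 0.19, adjusted p = 1.00e-05 from limma). Tnnt2 had 2 probes, which were 15.5-fold and 13.6-fold higher in SHRs (adjusted p = 0.000768 and 0.000484 from limma). For both, SHR3-3 lay below the other SHRs, at 9.62 against 11.77 to 12.40 for the first and at 7.89 against 9.80 to 10.39 for the second, and with the slide as a block the adjusted p was 0.130 and 0.106. LOC108351994 fell from 10.46 ± 0.53 in WKY rats to 4.79 ± 1.02 in SHRs (SD, n = 5; log2 difference -5.67, SE 0.45, adjusted p = 4.35e-05 from limma). Smgc fell from 13.93 ± 0.72 to 8.57 ± 0.91 (SD, n = 5, with an SE of 0.45 and adjusted p = 7.07e-05 from limma) and Cxcl13 from 11.50 ± 0.60 to 7.09 ± 0.77 (SE 0.38, adjusted p = 8.73e-05 from limma). The adjusted p of Cxcl13 was 0.0584 with the slide as a block. The strains did not overlap on any of these 8 genes. The other 11 probes were 5.35-fold to 59.3-fold different on the arrays. Their genes are not among the 8 that the paper lists as matching between qRT-PCR and arrays.

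**Figure D4:**
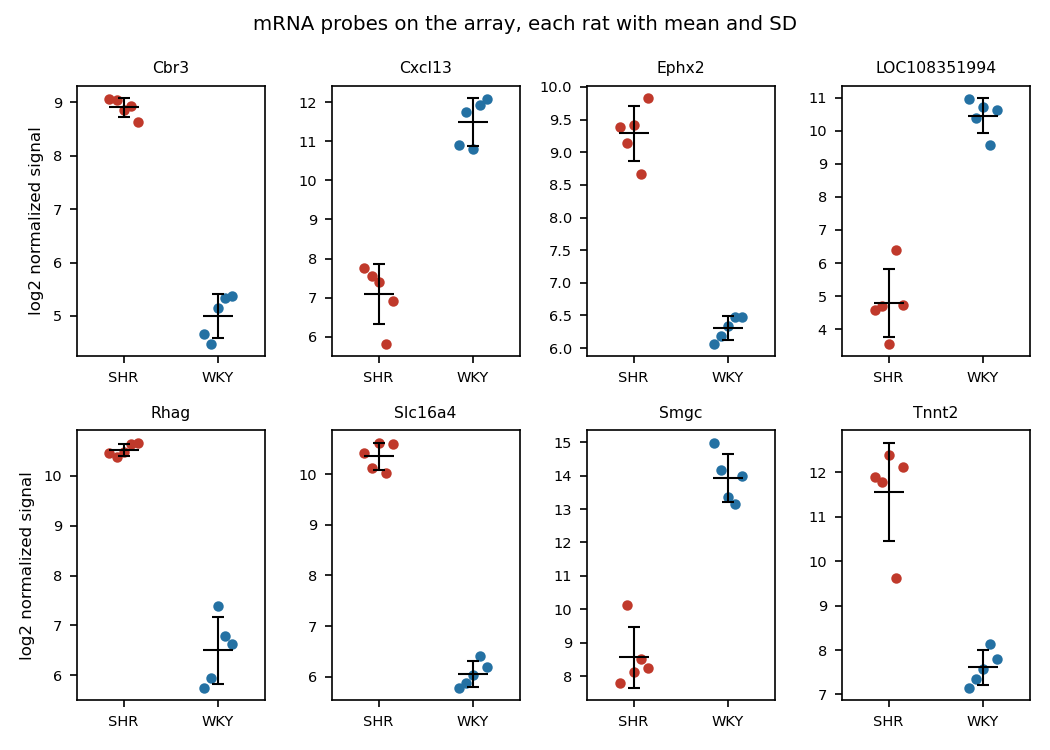
Quantile-normalized log2 signal per rat of 8 mRNAs tested by qRT-PCR, with SHRs in red and WKY rats in blue; each point is 1 rat and the bars are the mean and SD of 5 rats. Slc16a4 lies at 10.35 on average in SHRs and 6.06 in WKY rats.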

The expression of 20 selected DE mRNAs was validated by qRT-PCR (Fig. 2b), 8 of which were consistent with those of the microarray analysis, as follows: 3 downregulated mRNAs (Cxcl13, LOC108351994 and Smgc) and 5 upregulated mRNAs (Cbr3, Ephx2, Rhag, Slc16a4 and Tnnt2).

**Figure 2:**
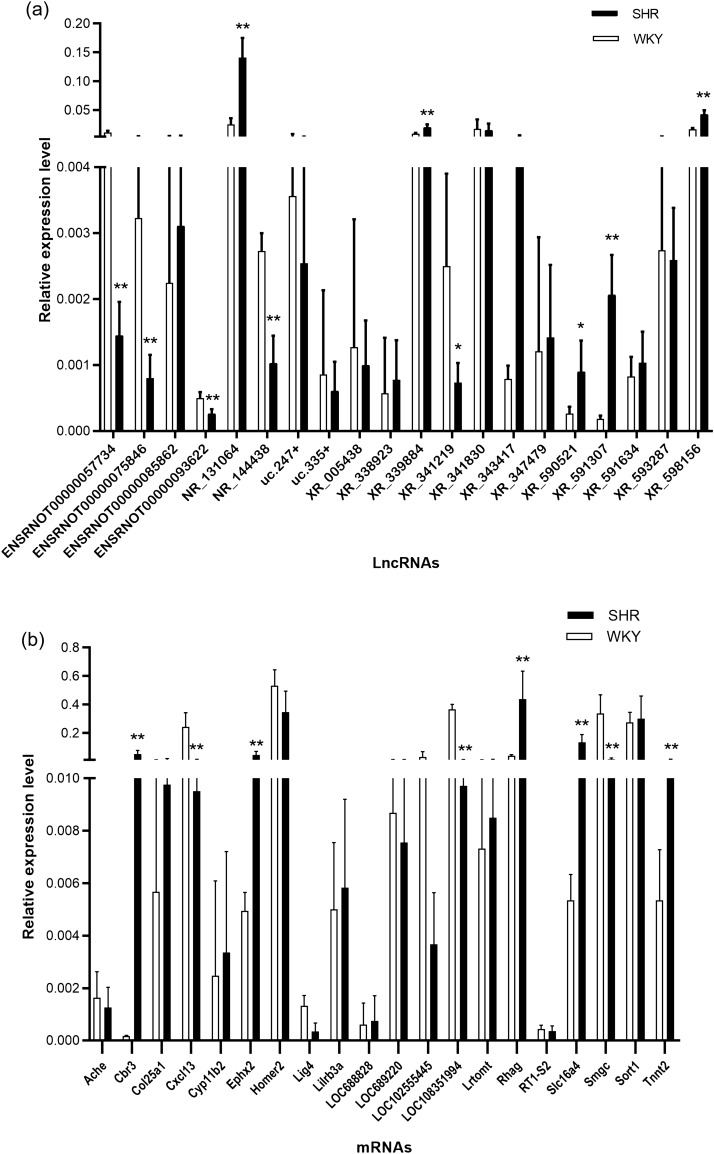
Validation of differentially expressed lncRNAs and mRNAs. (**a**) Differentially expressed lncRNAs were confirmed by qRT-PCR. (**b**) Differentially expressed mRNAs were confirmed by qRT-PCR. N = 5/group, *P < 0.05, **P < 0.01.

### GO and KEGG analyses of DE mRNAs

We performed GO and KEGG analyses of DE mRNAs. The top 10 GO terms related to BPs, CCs and MFs are shown in Fig. 3a,b. We found that the most upregulated DE mRNAs were involved in the regulation of multicellular organismal processes (an BP), cell projection part (an CC) and cytoskeletal protein binding (a MF); the most downregulated DE mRNAs were involved in the immune response (an BP), the external side of the plasma membrane (an CC) and peptide binding (a MF).

**Figure 3:**
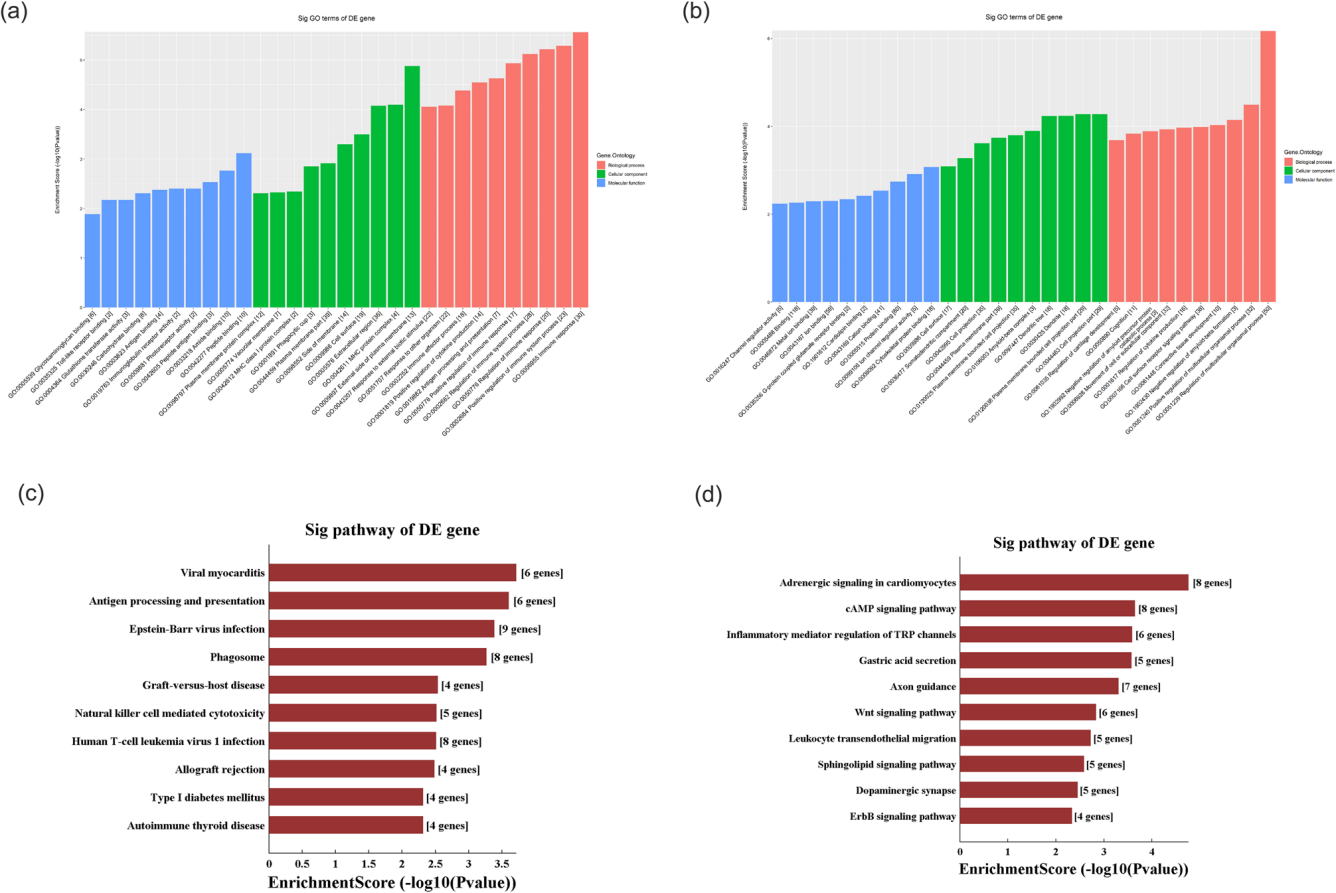
Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses analysis of differentially expressed mRNAs. (**a**) Top 10 terms from downregulated GO analysis. (**b**) Top 10 terms from upregulated GO analysis. (**c**) Downregulated mRNAs were clustered by KEGG analysis. (**d**) Upregulated mRNAs were clustered by KEGG analysis. *GO* Gene Ontology, *KEGG* Kyoto Encyclopedia of Genes and Genomes.

KEGG pathway analysis showed that there were 50 pathways involved in upregulated DE mRNAs and 32 pathways involved in downregulated DE mRNAs. In the upregulated DE mRNAs, the cAMP signalling pathway, inflammatory mediator regulation of TRP channels, Wnt signalling pathway and other pathways were much more highly enriched. In the downregulated DE mRNAs, antigen processing and presentation, natural killer cell-mediated cytotoxicity, human T cell leukaemia virus 1 infection and other pathways were much more highly enriched. The top 10 enriched pathways for upregulated and downregulated DE mRNAs are listed in Fig. 3c,d.

### Construction of the CNC network

Correlation coefficients were calculated between the normalized data of 10 DE lncRNAs validated by qRT-PCR and the normalized data of DE mRNAs, and those with Pearson’s correlation coefficient (PCC) values greater than 0.95, *P-*value ≤ 0.05 and FDR ≤ 1 (total 1,094) were selected to construct the CNC network. 

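For 6 of these 10 lncRNAs a probe was found through the supplementary tables, and the other 4 were not analysed here. Each of the 6 was set against the 621 mRNA probes that differed between the strains at a fold change of at least 2 and the unadjusted threshold, on the log2 scale over the 10 arrays. A PCC of at least 0.95 in size was reached by 377 of the 3726 pairs (10.1%), and a Spearman's rho of that size by 88. Both members of each pair were chosen for a difference between the strains, so the strains form separate clusters and the PCC over all 10 arrays holds that difference. With the values of each lncRNA permuted among rats of the same strain, which keeps the strain difference and removes any other relation, the median over 1000 permutations was 329 pairs (275 to 385; one-sided permutation test, p = 0.008). After the mean of each strain was subtracted from each probe, 17 pairs (0.456%) were left, where the permutations gave a median of 0 and at most 21 (permutation test, p = 0.006). Of these 17, 14 involved NR_131064, and without SHR3-3 the number fell to 3. After centring on strain and slide, which was chosen after the slides were seen, 40 pairs were past the threshold. Permutations within strain and slide gave a median of 6 and at most 52 (permutation test, p = 0.033). Without SHR3-3, on the 522 mRNA probes called without it, there were 9, with a permuted median of 15 (permutation test, p = 0.937). On the same 621 probes there were 11 without SHR3-3, with a permuted median of 17 (permutation test, p = 0.902). From the pairs past its threshold the paper builds the CNC network, and from the GO and KEGG terms of the mRNAs in it and in the ceRNA network it proposes that aberrant immune responses in the SMG are regulated by the 10 DE lncRNAs.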

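In the re-derived pairs, XR_341219 had a PCC of at least 0.95 in size with 93 of the 621 mRNA probes, 61 positive and 32 negative. ENSRNOT00000075846 had 85 such probes (59 positive, 26 negative) and ENSRNOT00000093622 had 74 (53 positive, 21 negative). NR_131064 had 57, of which 41 were negative, and ENSRNOT00000057734 had 52, of which 35 were positive. XR_591307 had the fewest, 16. With the values of the lncRNA permuted within strain, the median number was 84 for XR_341219 (72 to 103), 76 for ENSRNOT00000075846 (61 to 101), 74 for ENSRNOT00000093622 (57 to 102), 46 for NR_131064 (30 to 74) and 42 for ENSRNOT00000057734 (27 to 73). For XR_591307 the permutations gave a median of 2 and at most 17. For each of the 6 lncRNAs, the observed number lay within the range of its permutations. After the mean of each strain was subtracted, NR_131064 kept 14 pairs, XR_341219 2 and ENSRNOT00000057734 1, and the other 3 lncRNAs none.

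**Figure D5:**
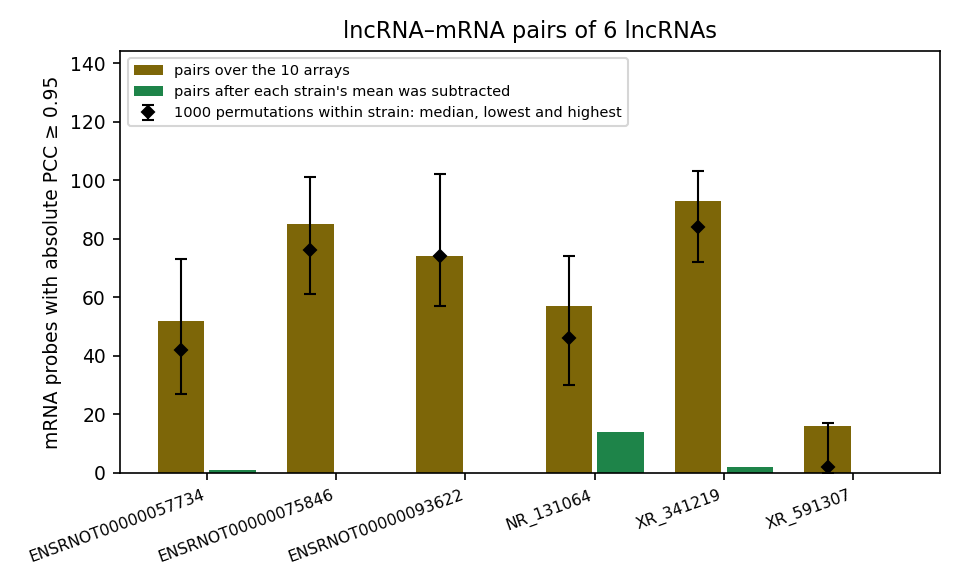
Number of DE mRNA probes with a PCC of at least 0.95 in size for each of 6 lncRNAs, over all arrays, as the median and range of 1000 permutations within strain, and after the mean of each strain was subtracted. For XR_341219 the observed number is 93 and the permuted median 84.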

ENSRNOT00000057734 was correlated with 121 mRNAs, ENSRNOT00000075846 was correlated with 150 mRNAs, ENSRNOT00000093622 was correlated with 128 mRNAs, NR_131064 was correlated with 141 mRNAs, NR_144438 was correlated with 17 mRNAs, XR_339884 was correlated with 86 mRNAs, XR_341219 was correlated with 159 mRNAs, XR_590521 was correlated with 133 mRNAs, XR_591307 was correlated with 82 mRNAs, and XR_598156 was correlated with 77 mRNAs. The CNC network plot is shown in Fig. 4.

**Figure 4:**
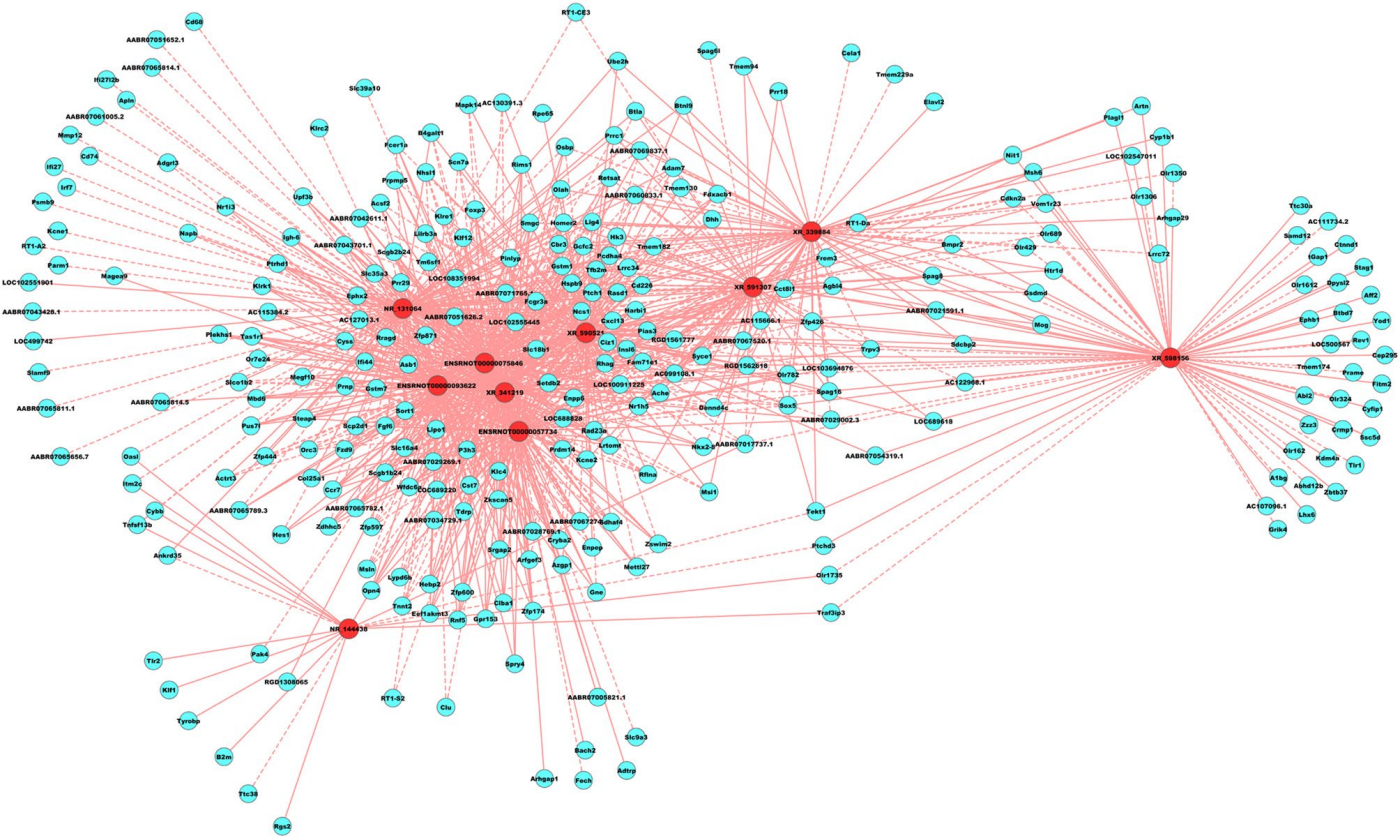
Coding-non-coding co-expression network analysis. Red nodes are lncRNAs; blue nodes are mRNAs. Positive correlation is a solid line, negative correlation is a dashed line.

Then, we performed GO and KEGG analyses based on the predicted target genes. GO analysis showed that the top two enriched BPs were the immune-response-regulating cell surface receptor signalling pathway (GO:002768) and the immune-response-regulating signalling pathway (G0002764). The top two enriched CCs were the external side of the plasma membrane (GO:0009897) and the cell surface (GO:0009986), and the top two enriched MFs were peptide binding (GO:0042277) and amyloid-beta binding (GO:0001540) (Fig. 5a). KEGG pathway analysis found that the main pathways were antigen processing and presentation, leishmaniasis and Epstein–Barr virus infection (Fig. 5b).

**Figure 5:**
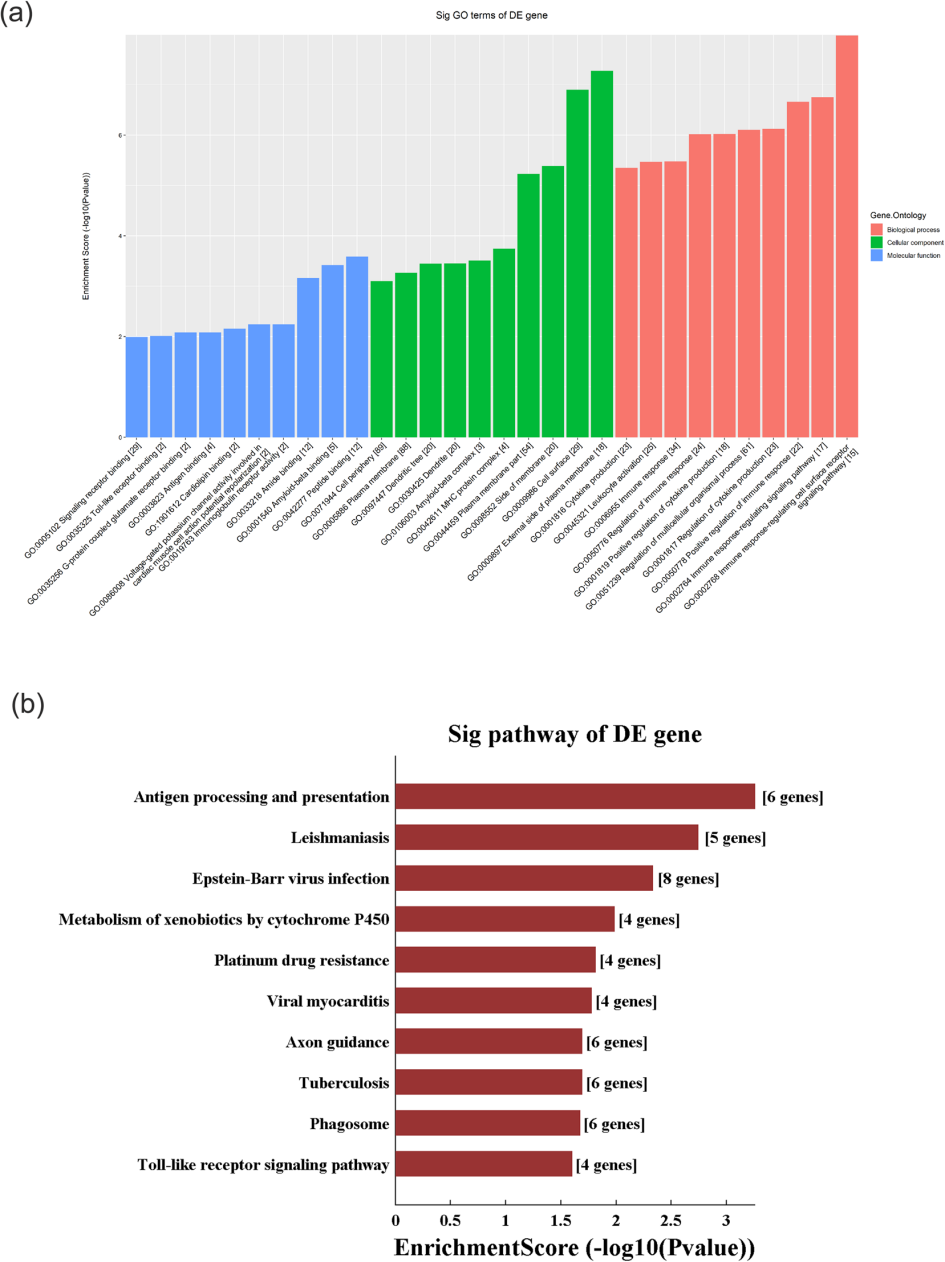
Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses based on the CNC network. (**a**) GO analysis, (**b**) KEGG pathway analysis. *GO* Gene Ontology, *KEGG* Kyoto Encyclopedia of Genes and Genomes.

### Construction of the ceRNA network

The 10 DE lncRNAs validated by qRT-PCR, combined with DE mRNAs, were used to perform the ceRNA analysis. The number of predicted miRNA-IDs was limited to 1,000, and the predicted target genes were then used to perform KEGG and GO analyses. KEGG analysis revealed a total of 25 enriched pathways. We selected the top 5 enrichment score pathways and used the DE mRNAs in these pathways to construct the ceRNA network. The 5 pathways are as follows: antigen processing and presentation, inflammatory mediator regulation of TRP channels, the Wnt signalling pathway, cell adhesion molecules, and natural killer cell-mediated cytotoxicity (Fig. 6).

**Figure 6:**
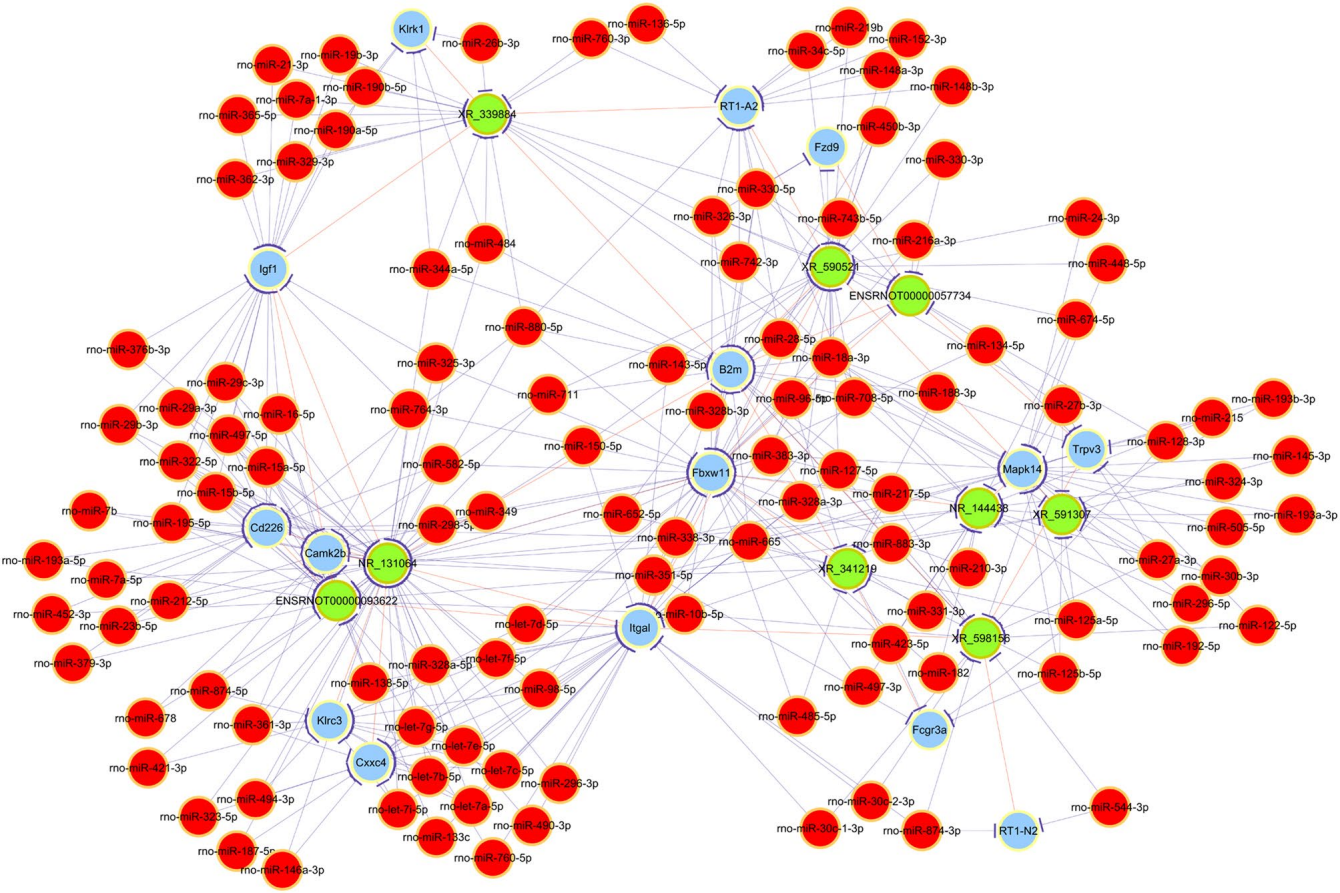
Competing endogenous RNA network analysis. Red circles represent miRNAs, blue circles represent mRNAs, and green circles represent lncRNAs.

GO analysis showed that the top two enriched BPs were the regulation of multicellular organismal processes (GO:0051239) and cell adhesion (G0007155), the top two enriched CCs were plasma membrane part (GO:0044459) and the external side of the plasma membrane (GO:0009897), and the top two enriched MFs were ion binding (GO:0043167) and cation binding (GO:0043169) (Fig. 7a). KEGG pathway analysis found that the main pathways were antigen processing and presentation, adrenergic signalling in cardiomyocytes and human immunodeficiency virus 1 infection (Fig. 7b).

**Figure 7:**
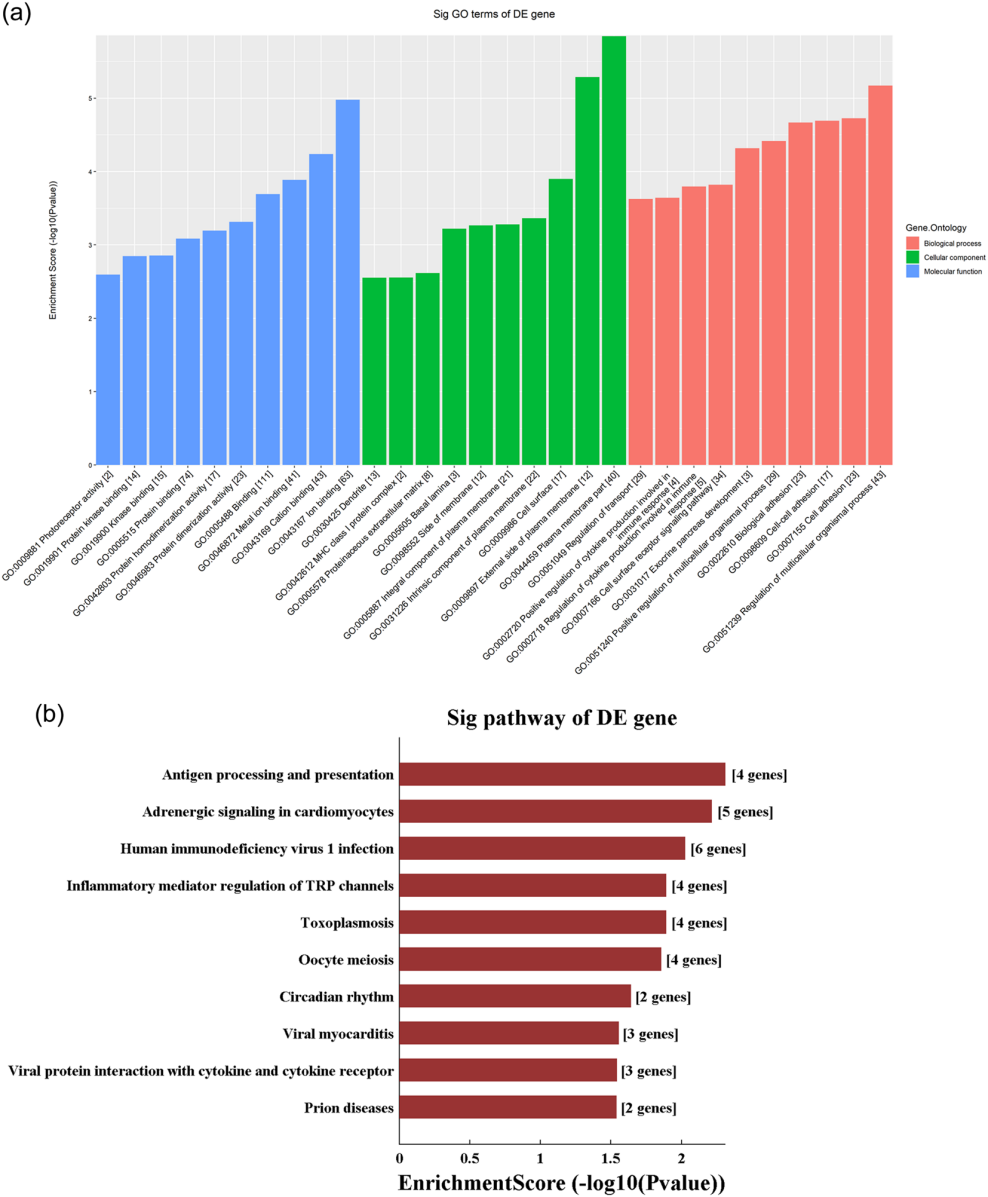
Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses based on the ceRNA network. (**a**) GO analysis, (**b**) KEGG pathway analyses. *GO* Gene Ontology, *KEGG* Kyoto Encyclopedia of Genes and Genomes.

The flowchart of data collection and method implementation show in Fig. 8.

**Figure 8:**
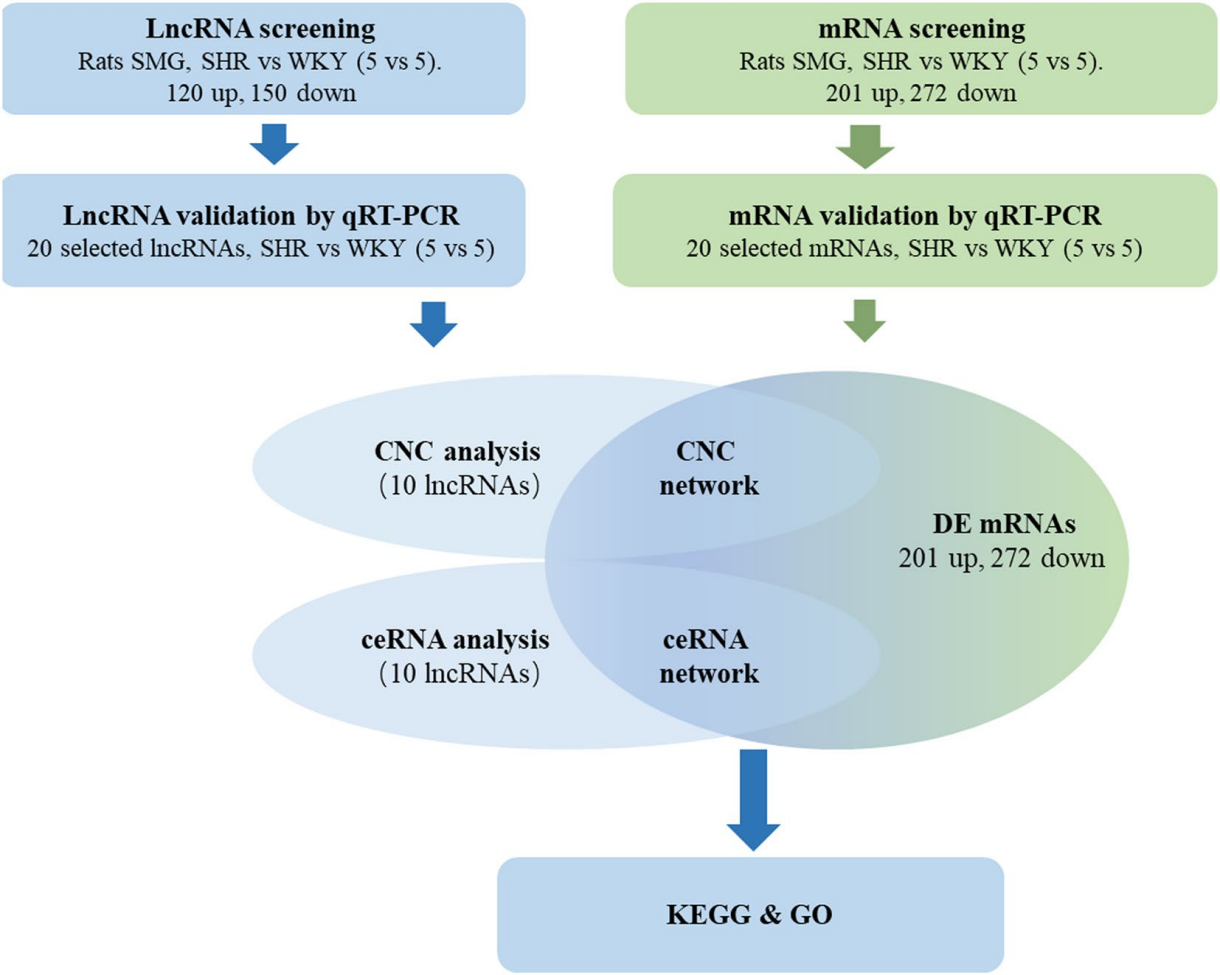
Flowchart of data collection.

## Discussion

SHRs were used in this manuscript as an animal model of essential hypertension to study the regulatory mechanism of reduced secretion of the SMG in hypertension. High-throughput sequencing of SMG lncRNAs and mRNAs from SHRs showed that there were 120 upregulated and 105 downregulated lncRNAs and 201 upregulated and 272 downregulated mRNAs compared with WKY rats.

First, GO and KEGG analyses of DE mRNAs were performed. KEGG analysis of the upregulated DE mRNA showed a higher degree of enrichment for inflammatory mediator regulation of TRP (transient receptor potential) channels (enrichment score: 3.583636). Transient receptor potential proteins have six transmembrane domains and act as ion channels with high Ca^2+^ permeability. TRP channels are composed of six subfamilies, including TRPC, TRPV, TRPM, TRPML, TRPP, and TRPA, in mammals^25^. An increasing number of studies have been carried out under the condition of various diseases, which highlights the role of Ca^2+^ signal transduction in the occurrence and development of diseases. Some of these Ca^2+^ entry channels are members of the TRP family. The secretion of fluid by the salivary glands can be stimulated by the activation of specific receptors on the cytoplasmic membrane of acini and mediated by the increase in cytosolic [Ca^2+^]^26^. Zhang et al.^10^ found that TRPV4 was a basal-lateral Ca^2+^ influx pathway in submandibular gland acinar cells, and its activation stimulated fluid secretion^27^. Radiation therapy and Sjogren's syndrome both lead to salivary gland dysfunction and xerostomia. In both cases, abnormal Ca^2+^ signalling underlies the loss of fluid secretion^28^. Therefore, TRP channels may be related to salivary secretion. We found a significant decrease in salivary secretion in stimulated SHRs. KEGG analysis showed that 6 DE mRNAs participated in the inflammatory mediator regulation of TRP channels. This suggests that TRP channels may be involved in the process of decreased salivary secretion due to hypertension. It is worth noting that we found that TRP channels are subject to inflammatory mediator regulation. Hypertension is a chronic inflammatory process. The activation of the sympathetic nervous system and the renin–angiotensin–aldosterone system may activate the release of a large number of inflammatory factors and then damage vascular endothelial cells, leading to the rise of blood pressure^29^. Studies have reported that SHRs have a large number of activated lymphocytes and monocytes and release inflammatory factors. Based on our results, we speculated that the inflammatory process induced by hypertension affects the function of TRP channels, impairing Ca^2+^ signalling (aberrant Ca^2+^ signalling), which may be involved in the reduction of salivary secretion.

We identified 10 DE lncRNAs by qRT-PCR with the most significant expression differences in the SMG of SHRs, as follows: ENSRNOT00000057734, ENSRNOT00000075846, ENSRNOT00000093622, NR_144438, XR_341219, NR_131064, XR_339884, XR_590521, XR_591307, and XR_598156. We conducted in-depth analyses of these 10 lncRNAs, including CNC analysis and ceRNA analysis. Then, we performed GO and KEGG analyses according to predicted target genes to identify related molecules and pathways regulated by these DE lncRNAs. We observed an interesting phenomenon in which many of these predicted target genes were related to the immune response. The GO analysis of the CNC network revealed that the most related BP was the immune response: immune response-regulating cell surface receptor signalling pathway (enrichment score 7.97915179902155), immune response-regulating signalling pathway (enrichment score 6.75444880796142), positive regulation of the immune response (enrichment score 6.66100197807179), the regulation of cytokine production (enrichment score 6.1222877173628), and positive regulation of cytokine production (enrichment score 6.0192956725254). KEGG analysis of the CNC network showed that antigen processing and presentation were highly enriched (enrichment score 3.25377). This suggested that the 10 DE lncRNAs identified by us were involved in the regulation of immune processes. However, the pathway by which lncRNAs regulate these mRNAs needs further study.

We also carried out ceRNA analysis to establish the relationship between these 10 DE lncRNAs and DE mRNAs. GO analysis of the downstream target genes predicted by ceRNA revealed that the top BPs involved were as follows: the regulation of cytokine production involved in the immune response (3.79663529907157) and positive regulation of cytokine production involved in the immune response (3.64351452795962). KEGG analysis also showed that antigen processing and presentation were significantly enriched (enrichment. Score 2.306039). This further suggested that lncRNAs regulated these BPs through miRNAs. This provides basic data for further research in the future.

The immune system may have been a key factor in the development of hypertension. The general assumption is that the accumulation of immune cells in blood vessels (especially perivascular fat) and the kidneys, heart and brain will promote a chronic inflammatory response, thus damaging the blood pressure regulation function of these organs, leading to hypertension^30^. It has been reported that circulating IgG levels in patients with hypertension are higher than those in individuals with normal blood pressure^31,32^. The mechanism of antibodies promoting hypertension occurs through the direct activation of receptors and channels regulating vascular tension, renal sodium reabsorption and cardiac function^33^. Cytotoxic T lymphocytes may also affect blood pressure by enhancing renal reabsorption of sodium and water^34,35^. T-helper cells may directly affect the activity of cyclooxygenase in the vascular wall, thus promoting endothelial dysfunction and increasing vascular resistance^36^. Abnormal immune activation plays a pathogenic role in the development of animal and human hypertension. SHRs had many autoantibodies in addition to decreased salivation. High levels of autoantibodies against the second extracellular loop of the a1-adrenoceptor (a1-AR autoantibody, a1-AA) are found in SHRs, and this altered responsiveness is due to endothelial dysfunction and decreased NO bioavailability^37^. Chen CH et al. observed an elevation of the plasma concentration of IgA and of circulating IgA autoantibodies to single-stranded DNA, double-stranded DNA, and thyroglobulin in SHRs^38^. At a prehypertensive age (1 month), anticardiolipin antibody levels in SHRs were significantly higher than those in control Wistar rats^39^. These suggested that an abnormal immune activation occurred in SHR. Combined with our experimental results, we believed that immunotargeted therapy will become a new target and new idea to reduce the complications of hypertension, including the reduction of salivation.

The secretory function of the salivary gland is closely related to the function of the immune system. Primary Sjogren's syndrome (PSS), systemic lupus erythematosus, rheumatoid arthritis and other systemic autoimmune diseases are usually accompanied by decreased saliva secretion^40^. PSS is characterized by chronic inflammation of the salivary and lacrimal glands, respectively, followed by dry oral and ocular mucosa^41^. The epithelial cells of the exocrine organs of PSS patients showed a large amount of lymphocyte infiltration. A T cell-related proinflammatory microenvironment and subsequent chronic inflammation lead to irreparable structural modifications and the hypofunction of the target organs, including insufficient secretion of salivary glands and severe dry mouth. At the same time, this process is also regulated by ncRNAs. The upregulated lncRNA-PVT1 in CD4^+^ T cells of PSS patients can maintain the expression of Myc to control the proliferation and effector functions of CD4^+^ T cells by regulating the reprogramming of glycolysis^42^. Decreased saliva secretion can affect oral health. Clinical studies report that high blood pressure reduces saliva secretion in patients^43–45^. Saliva plays a key role in digestion, taste, cleaning, the hydration of the oral mucosa and tooth protection and is essential to maintain the dynamic balance of the oral environment. When the secretory function of the salivary gland is damaged, the decrease in salivary secretion will affect the oral microenvironment, leading to dry mouth, taste disorders, rickets, periodontal disease, and chewing and swallowing difficulties, which decrease the quality of life. In addition, insufficient saliva secretion will lead to a decrease in the oral clearance rate, a decrease in the saliva pH value and buffering ability, and a decrease in the immune defence ability. These symptoms may increase the risks of oral diseases such as cervical caries, periodontitis and oral candidiasis^46,47^. Considering the importance of oral health, we should pay ample attention to the decrease in saliva secretion caused by hypertension. This study shows that many mRNAs in the SMG of SHRs are related to the immune response, and these molecules are regulated by lncRNAs. There are obviously aberrant immune reactions that are regulated by lncRNAs in the SMG in hypertension, and these aberrant reactions provide a new idea for the treatment of hypertension complications. The 10 lncRNAs that we identified are worthy of further study.

RNA sequencing is a powerful tool that can not only decipher non-annotated transcriptional activity but also reveal the differential expression profile of RNAs underlying specific phenotypic differences. In this study, we screened the genome-wide expression profiles of lncRNAs and mRNAs in the SMG in SHRs and found that the expression of lncRNAs and mRNAs in SMG tissues was significantly different from that of the control group, and some abnormal expression of lncRNAs may play important roles in the development and progression of hyposalivation. We show for the first time that TRP mRNAs were significantly upregulated in the SMG of SHRs, which may serve as a novel therapeutic target. We also found that lncRNAs regulate immune responses, providing a new direction to control immune responses. A potential drug that regulates one key lncRNA may be useful to suppress the occurrence of hyposalivation in hypertension. In addition, some immunosuppressors can be used to improve hyposalivation. Our study had some limitations. First, the sample size of the microarray analysis used to verify the results was small. Second, the subsequent functional verification needs to be further improved.

In the past 50 years, researchers have concentrated on the role of lncRNAs in disease processes. Disease–lncRNA association inference is important in the design of specific molecular tools for human disease diagnosis, treatment, prognosis and prevention. It is difficult to quickly and efficiently study the relationship between lncRNAs and diseases by relying only on traditional biological experiments. Chen et al. developed the powerful computational model of LRLSLDA to predict potential disease-related lncRNAs based on a semi-supervised learning framework^48^. To date, dozens of computational models have been proposed for this purpose. In general, the current computational models for lncRNA function prediction could be classified into four categories: sequence alignment-based models, gene co-expression-based models, lncRNA–miRNA/mRNA/protein interaction-based models and integrative feature-based models. Computational models could be effective ways to identify potential lncRNA functions and lncRNA–disease associations, hence decreasing the time and cost of biological experiments. In our study, high-throughput sequencing was performed in the SMG, followed by bioinformatics analysis using a computer model. This can help us quickly and efficiently identify lncRNAs associated with hyposalivation in hypertension.

In summary, we constructed the expression profile of DE lncRNAs and DE mRNAs in the SMG of SHRs. mRNA profiling revealed that inflammatory mediator regulation of TRP mRNAs was significantly upregulated in the SMG of SHRs. Our CNC and ceRNA network analyses suggested that aberrant immune responses were observed in hypertensive SMGs and were regulated by 10 DE lncRNAs. Our findings further expand our understanding of the role of lncRNAs in salivary secretion. Through the construction of the regulatory networks, our study is helpful to understand their role in the pathological process of hyposalivation in hypertension. This study may provide valuable clues for further research, as the role of lncRNAs has not been fully uncovered in hyposalivation in hypertension.

## Supplementary information

Supplementary Information.

## Data Availability

The data that support the findings of this study are available in GenBank databases under accession number GSE144438*.* Addresses are as follows: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144438.

# Supplementary material for: LncRNA and mRNA expression profiles and functional networks of hyposalivation of the submandibular gland in hypertension
**Source:** Sci Rep. 2020 Aug 18;10:13972. doi: 10.1038/s41598-020-70853-x

## **Supplementary Material**

### **LncRNA and mRNA expression profiles and functional networks of hyposalivation of the submandibular gland in hypertension**

Zhu-Jun Shen<sup>1</sup>, Ye-Chen Han<sup>1</sup>, Yi-Ning Wang<sup>1</sup>, Hong-Zhi Xie<sup>1\*</sup>

**Supplementary Table S1.** Primers for LncRNAs validated by qRT-PCR

**Supplementary Table S2.** Primers for mRNAs validated by qRT-PCR

**Supplementary Table S3.** The detailed information of the top ten up-regulated and top ten down-regulated lncRNAs

**Supplementary Table S4.** The detailed information of the top ten up-regulated and top ten down-regulated mRNAs

**Supplementary Figure S1.** Secretory function of the submandibular gland of rats. The stimulated salivary flow rate of submandibular glands ( $\mu\text{l}/\text{min}$ ).  $N=5/\text{group}$ , \*\*  $P < 0.01$ .

**Supplementary Figure S2.** Histological structure of submandibular glands in SHR and WKY rats. (a) H&E staining of SMGs in SHR, (b) H&E staining of SMGs in WKY rats. bar,  $50\mu\text{m}$ .

**Supplementary Table S1.** Primers for LncRNAs validated by qRT-PCR

| Gene               | Forward and Reverse primer sequence                               |
|--------------------|-------------------------------------------------------------------|
| $\beta$ -actin (R) | F:5'CGAGTACAACCTTCTTGCAGC3'<br>R :5' ACCCATACCCACCATCACAC3'       |
| XR_591634          | F:5' CTTGTTAAGTGCAAGCGACATC 3'<br>R:5' GACGCCGACATTTCCTCTAT 3'    |
| XR_347479          | F:5' AGGCTTGAAGAGTGTGAATGAG 3'<br>R:5' CCTTGTGGGGTAGTTGGA 3'      |
| NR_131064          | F:5' CACGGGAGAATGCCTTACCT 3'<br>R:5' GGGTCCACAAGAAGTTGTTCTG 3'    |
| XR_591307          | F:5' CTCAGAATAAAAGCCAGGAACT 3'<br>R:5' GTACCAAACAATAGCCAGCC 3'    |
| uc.335+            | F:5' CACTACATTAACCACTGGGACC 3'<br>R:5' GCATTACTGAACTTGCCACATT 3'  |
| uc.247+            | F:5' TTCTTGGGGCTGAATCGTA 3'<br>R:5' TCGTAAAGCACTGGGCAAT 3'        |
| XR_005438          | F:5' GCCACACCATCGCCAGGA 3'<br>R:5' GGTCAAGACCAAACAATTCGGA 3'      |
| XR_339884          | F:5' CTTAGTCTTGAATGCCCTCTGA 3'<br>R:5' CACCCGTGTTGTTATACTTGCT 3'  |
| XR_341219          | F:5' GACAGAGCCTCCGGATCTTA 3'<br>R:5' CACTATTGAATCGTTACAACCCT3'    |
| XR_343417          | F:5' AGAGGAGGCTCCATGAGGAAGA 3'<br>R:5' CCCAGTGTTGAAGCATCACAAG 3'  |
| XR_338923          | F:5' GGAGAAGAAACATGAAGTGACA 3'<br>R:5' GGAAGGCTGGTCAAACAAT 3'     |
| ENSRNOT00000057734 | F:5' CATGGTAGGAGGCAACGGAT 3'<br>R:5' CCCAAGGGCTCATTCAAATT 3'      |
| XR_593287          | F:5' ATTAGGGCTGAGGAAATACACA 3'<br>R:5' GGCTTTTCTTGAGTGATACCC 3'   |
| ENSRNOT00000075846 | F:5' TCATCAAGTTCACCGTCATTAG 3'<br>R:5' GACACTCACTACACAAAGCACTG 3' |
| XR_341830          | F:5' TGTGGTCAAAATGCGTCCC 3'<br>R:5' TCTGCGAAACTGAAATGGC 3'        |
| ENSRNOT00000093622 | F:5' CCTGAGGGAAGATTCTCTCTGA 3'<br>R:5' GGAAGTATGGGATGTCTCG 3'     |
| XR_590521          | F:5' CAGCATAGCGGGTCAGGG 3'<br>R:5' CACAGGTCTACGAGAGCTTGGT 3'      |
| XR_598156          | F:5' ATGAAAAGACAGCAGAAGGATT 3'<br>R:5' TTGCCTGTAGTCTAGGTGTTGTC 3' |
| ENSRNOT00000085862 | F:5' TAAGCAGACAGACATCACCGAA 3'<br>R:5' TGCCCCGTGGAAATAAGAG 3'     |
| NR_144438          | F:5' TGGATTACCTTGGTGGATTTTC 3'<br>R:5' GCTTTGCCATTCTTACTTCAC 3'   |

**Supplementary Table S2.** Primers for mRNAs validated by qRT-PCR

| Gene               | Forward and Reverse primer sequence                             |
|--------------------|-----------------------------------------------------------------|
| $\beta$ -actin (R) | F:5'CGAGTACAACCTTCTTGCAAGC3'<br>R:5'ACCCATACCCACCATCACAC3'      |
| Lilrb3a            | F:5'GCCTTCCTCCTGTTCTCTT 3'<br>R:5'CTGGGTTTGACCTCTTCTGG 3'       |
| Slc16a4            | F:5'CAATACCACAAGGCTTACCTCA3'<br>R:5'AGAAACTGGCATATCCCAAAA 3'    |
| Rhag               | F:5'GGGTTTCATAACTTGACCGGC 3'<br>R:5'GCTGGTTCCAGACAGGTAGC 3'     |
| Tnnt2              | F:5'AGACTCTGATCGAGGCTCACTT3'<br>R:5'ATTGCGAATACGCTGCTGTT3'      |
| Cbr3               | F:5'TGCTGCCCATAATGAAACCAC 3'<br>R:5'TCCTGTCCGCTTTCCTCTTCT 3'    |
| Homer2             | F:5'TGTGGATGGAGCCAAGGTAAT 3'<br>R:5'CACTGCCCAGACTTCTGTGA 3'     |
| RT1-S2             | F:5'CTGCCTACTTGCTCCAAGTCT 3'<br>R:5'GGTCAGGTTCTCCCCATCCC 3'     |
| Ephx2              | F:5'AAGATCCCAAGGTCAGCAAA 3'<br>R:5'CAACGCCTTACAGCTCCACT 3'      |
| Lig4               | F:5'TCGGCTGGACTGGGATTAC 3'<br>R:5'AGTTCGTGAGGCTTGTGAGGA 3'      |
| Sort1              | F:5'CGCCAAGCTGACCAACAATA 3'<br>R:5'TTCCGTAATCCTCACTGCGA 3'      |
| LOC102555445       | F:5'TCTGAAATCCTGTGGCGTCAT 3'<br>R:5'TGCATTGCTCCCTTCGACAT 3'     |
| LOC688828          | F:5'GGGAGTGTCCACGTCAACA 3'<br>R:5'GGCCCAAGACCTCTAGTCCA 3'       |
| LOC108351994       | F:5'ATCTGTGCCTCCAATCAAGAGC 3'<br>R:5'AGGGTCCACTTTATGGTTCTGAG 3' |
| Smgc               | F:5'GCTTAGGTCCCAGATCGTCAC3'<br>R:5'CGTCTTTGTTCCACCAGAAT3'       |
| Ache               | F:5'CACCGTGCCTCCACATTGACT 3'<br>R:5'CCTCCAAAGGCTTCAGGTTCA 3'    |
| Cxcl13             | F:5'AAGTTATACGCCCTGGGAATG 3'<br>R:5'GCCGTGTTTGTAGAGGGAAGTT 3'   |
| Cyp11b2            | F:5'TGGCATTGTGGCAGCACTAA 3'<br>R:5'TGTCGTGTCAACGCTCCCA 3'       |
| Lrtomt             | F:5'GCACCCCGCTTCCTACAAT 3'<br>R:5'TTGGGCTATGCCATCCTTG 3'        |
| LOC689220          | F:5'TCACTGCAGTTCCTCTTCTAACCT 3'<br>R:5'AAATTTGGTTCCAGCCACCAC 3' |
| Col25a1            | F:5'CACTTTGTATCCACCGTCTCAT 3'<br>R:5'ATCTGCCCTTCAGTCCCCT 3'     |

**Supplementary Table S3.** The detailed information of the top ten up-regulated and top ten down-regulated lncRNAs

| ProbeName             | Transcript_ID       | P-value     | Fold<br>Change | Regulation | chrom | GeneSymbol     | RNAlength |
|-----------------------|---------------------|-------------|----------------|------------|-------|----------------|-----------|
| ASRNV20031939V3       | XR_591634           | 6.90648E-08 | 8.5            | up         | chr3  | Dut            | 785       |
| ASRNV20028475V3       | XR_347479           | 1.73217E-07 | 5.4            | up         | chr6  | LOC102548124   | 2270      |
| ASRN6LNC1A100128855V3 | NR_131064           | 3.7537E-06  | 4.4            | up         | chr6  | AABR07065531.5 | 1915      |
| ASRN6LNC1A100204291V3 | ENSRNOT00000003443  | 0.029893022 | 3.6            | up         | chrX  | AABR07037410.1 | 3257      |
| ASRN6LNC1A100204293V3 | ENSRNOT000000093505 | 0.046619524 | 3.5            | up         | chrX  | AABR07037410.1 | 3261      |
| ASRNV20031647V3       | XR_591307           | 0.000367257 | 3.0            | up         | chr2  | LOC102555028   | 1507      |
| uc.335+_P1V3          | uc.335+             | 0.048320134 | 2.9            | up         | chr4  | uc.335         | 214       |
| ASRNV20029903V3       | XR_589123           | 2.60754E-05 | 2.6            | up         | chr8  | LOC102553777   | 471       |
| uc.247+_P1V3          | uc.247+             | 0.027318528 | 2.3            | up         | chr1  | uc.247         | 361       |
| ASRNV20026778V3       | XR_005438           | 0.00034554  | 2.3            | up         | chr17 | LOC498759      | 911       |
| ASRNV20027422V3       | XR_341219           | 4.6684E-09  | 286.4          | down       | chr16 | LOC102550919   | 803       |
| ASRNV20027796V3       | XR_343417           | 7.755E-09   | 24.5           | down       | chr1  | LOC102551452   | 2762      |
| ASRNV20027037V3       | XR_338923           | 2.43105E-06 | 12.8           | down       | chr10 | LOC102547123   | 671       |
| ASRNV20029745V3       | XR_361783           | 5.47088E-05 | 10.1           | down       | chr19 | LOC102550448   | 409       |
| ASRN6LNC1A100353538V3 | ENSRNOT00000057734  | 5.84945E-06 | 8.2            | down       | chr17 | Nebi           | 706       |
| ASRNV20033336V3       | XR_593287           | 3.32592E-05 | 8.0            | down       | chr7  | LOC102549242   | 1193      |
| ASRN6LNC1A100442038V3 | ENSRNOT00000075846  | 3.81146E-08 | 7.8            | down       | chr12 | Gtf2ird2       | 474       |
| ASRN6LNC1A100002653V3 | ENSRNOT00000082006  | 0.000186305 | 6.9            | down       | chr19 | AABR07043276.1 | 525       |
| ASRNV20027520V3       | XR_341830           | 3.51668E-07 | 6.4            | down       | chr18 | LOC498829      | 1075      |
| ASRN6LNC1A100002801V3 | ENSRNOT00000093622  | 7.25787E-08 | 5.3            | down       | chr7  | AABR07058280.2 | 715       |

**Supplementary Table S4.** The detailed information of the top ten up-regulated and top ten down-regulated mRNAs

| ProbeName            | Transcript_ID       | P-value   | Fold Change | Regulation | chrom | GeneSymbol   | RNAlength |
|----------------------|---------------------|-----------|-------------|------------|-------|--------------|-----------|
| ASRN6AP1B104913577V3 | ENSRNOT000000087957 | 1.102E-08 | 48.3        | up         | chr1  | Lilrb3a      | 2795      |
| ASRN6AP1B100012875V3 | ENSRNOT000000024455 | 5.65E-09  | 19.7        | up         | chr2  | Slc16a4      | 2010      |
| ASRN6AP1B100064748V3 | ENSRNOT000000072144 | 9.908E-07 | 16.3        | up         | chr9  | Rhag         | 2138      |
| ASRN6AP1B102997504V3 | ENSRNOT000000050284 | 6.821E-05 | 15.5        | up         | chr13 | Tnnt2        | 870       |
| ASRN6AP1B100000272V3 | ENSRNOT000000002310 | 4.652E-08 | 15.0        | up         | chr11 | Cbr3         | 1153      |
| ASRN6AP1B100311897V3 | ENSRNOT000000047682 | 4.187E-05 | 13.7        | up         | chr13 | Tnnt2        | 1192      |
| ASRN6AP1B100036164V3 | ENSRNOT000000087785 | 1.31E-06  | 10.5        | up         | chr1  | Homer2       | 1985      |
| ASRN6AP1B100564544V3 | ENSRNOT000000082880 | 1.99E-08  | 8.7         | up         | chr20 | RT1-S2       | 485       |
| ASRN6AP1B100012757V3 | ENSRNOT000000023385 | 4.999E-07 | 7.9         | up         | chr15 | Ephx2        | 2125      |
| ASRN6AP1B100012471V3 | ENSRNOT000000019615 | 2.704E-06 | 5.4         | up         | chr16 | Lig4         | 3192      |
| ASRN6AP1B100032020V3 | ENSRNOT000000074622 | 4E-13     | 59.2        | down       | chr7  | LOC102555445 | 276       |
| ASRN6AP1B100049835V3 | ENSRNOT000000056435 | 1.858E-10 | 55.4        | down       | chr8  | LOC688828    | 848       |
| ASRN6AP1B100046641V3 | ENSRNOT000000064279 | 4.138E-06 | 50.8        | down       | chr9  | LOC108351994 | 453       |
| ASRN6AP1B100024468V3 | ENSRNOT000000042254 | 6.767E-06 | 41.1        | down       | chr7  | Smgc         | 2779      |
| ASRN6AP1B105980888V3 | ENSRNOT000000086915 | 4.583E-09 | 27.6        | down       | chr12 | Ache         | 2825      |
| ASRN6AP1B105651172V3 | ENSRNOT000000039383 | 8.259E-06 | 21.2        | down       | chr14 | Cxcl13       | 1138      |
| ASRN6AP1B108729299V3 | ENSRNOT000000075728 | 5.7E-11   | 19.2        | down       | chr2  | Col25a1      | 1443      |
| ASRN6AP1B103518537V3 | ENSRNOT000000038109 | 1.87E-11  | 16.0        | down       | chr7  | Cyp11b2      | 1528      |
| ASRN6AP1B100045840V3 | ENSRNOT000000039564 | 3.087E-10 | 15.5        | down       | chr1  | Lrtomt       | 877       |
| ASRN6AP1B100060711V3 | ENSRNOT000000049508 | 6.685E-06 | 15.5        | down       | chr3  | LOC689220    | 693       |

**Supplementary Figure S1.** Secretory function of the submandibular gland of rats. The stimulated salivary flow rate of submandibular glands ( $\mu\text{l}/\text{min}$ ).  $N=5/\text{group}$ ,  $** P < 0.01$ .

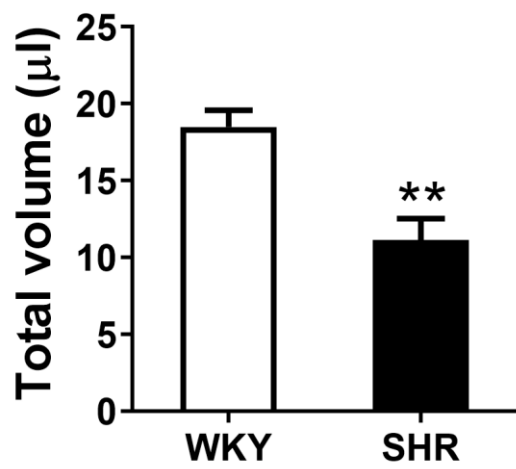

**Supplementary Figure S2.** Histological structure of submandibular glands in SHRs and WKY rats. (a) H&E staining of SMGs in SHRs, (b) H&E staining of SMGs in WKY rats. bar, 50 $\mu\text{m}$ .

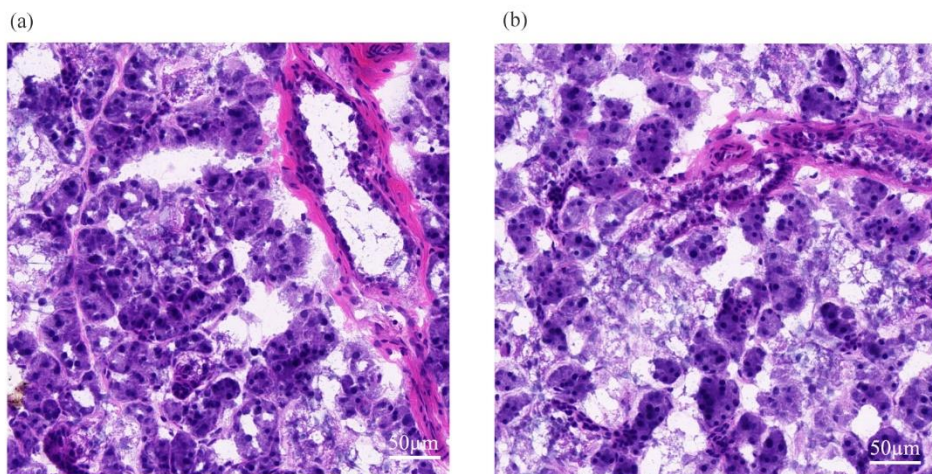

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

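Expression in the SMG of 5 SHRs and 5 WKY rats was measured on 10 Agilent one-colour arrays with probes for lncRNAs and mRNAs, 1 rat per array, so that each rat is 1 replicate of its strain. The paper gives the age of the rats as 14 weeks and the labels as 8 weeks. The strain and the name of each rat were taken from the labels. No values from other samples were used.

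The authors scanned the arrays and ran Agilent's Feature Extraction software, and for each array they deposited the intensity of every spot on a linear scale, with the local background, a background-corrected signal and marks for outlier, saturated and dim spots; these values are not normalized between arrays. The authors also deposited 1 table of log2 values per probe after quantile normalization between the 10 arrays. Set against the scanner values, that table was found to hold, for most values, the quantile-normalized log2 signal with signals under 5 raised to 5. Of 387944 values, 97.0% lay within 0.01 of the values computed here once this floor was applied, and 87.7% without it. The rule had exceptions: the largest difference left was 0.94 log2. On every array but WKY1-2, some probes with a signal under 5 were not at the lowest value.

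From the scanner files, control spots and spots marked as outliers were left out, the log2 background-corrected signals of the spots of a probe were averaged, and the 10 arrays were quantile-normalized over all 38804 probes. A probe was kept when its signal was well above background on at least 5 of the 10 arrays, in place of the flags named in the paper's methods. Of the 35791 probes kept, 70 had a missing value on some array. LncRNA and mRNA probes were told apart by the beginning of the probe name, as in the supplementary tables; 184 probes with other names were left out of the counts. The strains were compared by limma with lmFit and eBayes, with strain as the only term, and p-values were adjusted by Benjamini-Hochberg over all kept probes. A probe was called at a fold change of at least 2 and an adjusted p under 0.05, and separately at the same fold change and an unadjusted p under 0.05. A fold for a probe that was not well above background on any array of a strain is given as a lower bound.

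Signal over background set what could be measured: between 85.2% and 95.7% of the probes were well above background on an array. Slides were inferred from shared scan times and array positions. All arrays were scanned on the same day, so that a scan date could not be separated from the slide. No pair of arrays held identical values on more than 1 probe, and each array was treated as a separate rat.

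Principal components were computed on kept probes without missing values, centred per probe, and the strain difference in their scores was tested by a two-sided exact permutation test. Pairs of lncRNAs and mRNAs were counted at an absolute PCC of at least 0.95 on log2 values, over all arrays and after the mean of each strain was subtracted, and compared with 1000 permutations of the lncRNA's values within strain by a one-sided permutation test.

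The transcripts and genes named in the text were fixed by a rule before the data were examined: in each class the 5 probes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and no overlap between the strains, and every transcript or gene of the paper's text and supplementary tables for which a probe was found. Probes were paired with names through Tables S3 and S4, since for lncRNA and mRNA probes the array files give the name of the probe only. In the RefSeq gene table of the GRCr8 assembly, 1 of the 20 transcripts of Table S3 was found by its accession and 17 of the 20 symbols of Table S4 by their symbol. For the other lncRNA and mRNA probes no name is given. Of the 50 probes of other kinds with 10 spots each, 35 carry an accession in the array files, and 30 of these were matched to a symbol in the RefSeq table. Lists of genes for ion channels, antigen presentation and cell types, and a comparison of the probes of 1 gene over all called probes, had been planned and were not run, because the other lncRNA and mRNA probes could not be assigned to genes and none of the 30 symbols was in a list; the supplementary tables give more than 1 probe for Tnnt2 and AABR07037410.1 only. The enrichment of GO and KEGG terms, the ceRNA network, the qRT-PCR values, saliva flow and histology were not analysed here.

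The alternatives set before the data were examined were scaling to the 75th percentile of each array, normexp background correction with an offset of 50, the authors' normalized values, 3 other filters on dim probes, the methods' t-test, limma with trend and robust estimation, array quality weights, the slide as a block, the first number of the rat's name as a random block and leaving out each rat in turn. For the pairs they were Spearman's rho, a PCC of at least 0.99, other scalings, other sets of mRNAs and leaving out each rat. The normexp correction used the median signal of each spot, because the files hold no mean signal. Alternatives added after the data were seen were leaving out the 2 arrays of slide 3, the slide as a random block, the authors' normalized values together with the methods' t-test, centring on strain and slide with permutations within strain and slide (with all rats and without SHR3-3), a scan of PCC thresholds, and limma on the 50 probes with 10 spots each together with the kept probes.

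The limma step was tested on simulated data with 200 changed probes among 35721 in the comparison of SHRs with WKY rats. By adjusted p, limma recovered 180 of the 200 with 5 false calls, and the methods' t-test recovered 166 with 1. By unadjusted p, each recovered 197, with 113 false calls in limma and 88 in the t-test. The simulated noise was independent between arrays, had the same SD in both strains and held no slide effect. The false calls therefore do not give the rate in the deposited arrays, where slide and strain overlap. The count of pairs within strain was tested on 400 simulated mRNAs, of which 120 had been made to vary with a lncRNA. All 120 were found and no other. These 120 followed the lncRNA almost exactly, and the simulation held no outlying rat and no slide effect. It thus checks the counting only. The computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.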

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

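In this part, the share of probes on which each SHR is the far rat is a test chosen only after the result was seen.

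In 14 of 92 groups of 5 rats, 1 for each strain and named probe, 1 rat lay far from the other 4: the gap between it and the nearest other rat, as a share of the range of the group, was above the critical value of 0.71. Chance gives about 1 in 20 such groups, 4.6 here, and probes that vary together are not independent. SHR3-3 was the far rat in 9 of the 14.

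SHR3-3 was above the other SHRs for NR_131064 (share 0.920, log2 signal 12.05 against 11.11 to 11.19), ENSRNOT00000003443 (share 0.782), ENSRNOT000000093505 (share 0.812, 13.58 against 10.09 to 10.75), uc.335+ (share 0.779, 13.72 against 10.67 to 11.35), uc.247+ (share 0.839, 13.44 against 11.71 to 11.99) and Cyp11b2 (share 0.712, 7.14 against 6.80 to 6.90). It was below them for ENSRNOT00000082006 (share 0.756, 5.08 against 6.10 to 6.44) and for both probes of Tnnt2 (shares 0.775 and 0.764). On the second principal component it was far below them (share 0.855), the only one of 18 groups of array measures and components in which a rat was that far out.

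The deviation of SHR3-3 is not limited to named probes. It lay at least 1 log2 from the mean of the other SHRs on 1680 kept probes, 414 higher and 1266 lower, and it was the far rat on 1714 of the 2845 kept probes on which any SHR was (60.2%), where each of the other SHRs accounted for 6.68% to 11.8%. This argues against chance in single groups. The array of SHR3-3 had the lowest median signal of the 10 (43.6 intensity units) and the lowest share of probes well above background (85.2%), and low signal would be seen first on dim probes. The probes on which SHR3-3 deviates had a median brightness of 6.85 log2, against 6.52 for all kept probes and 3.01 to 5.54 for the probes on which each of the other SHRs deviates, which argues against low signal as the cause. A difference in the tissue taken, in RNA quality or in the state of this rat was not tested and stays open, as the files say nothing of them. Without SHR3-3 the log2 differences of the named probes kept their sign.

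The other 5 lie in 4 rats: XR_343417 in WKY4-1 (share 0.730, log2 signal 11.32 against 10.63 to 10.82), ENSRNOT00000057734 in WKY4-1 (share 0.720, 7.00 against 8.12 to 8.56), Lig4 in WKY4-2 (share 0.746), Lrtomt in SHR3-4 (share 0.738, 7.90 against 8.17 to 8.27) and Lrtomt in WKY1-2 (share 0.824, 12.45 against 12.01 to 12.09). No explanation was tested for them, technical or biological.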

How the results depend on the processing

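Tests chosen after the data were seen were the fits without the arrays of slide 3, the slide as a random block, the authors' normalized values with the methods' t-test, and centring on strain and slide, with all rats and without SHR3-3; the others were set before the data were examined.

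The arrays were split into 5 and 5 in 100 ways (126 are possible). Only the real split gave as many lncRNAs past the adjusted threshold in limma as SHRs against WKY rats. The same held for mRNAs. This argues against chance for both counts. The test is limited, since the other splits mix the strains, so that the strain difference adds to their spread. It also cannot separate strain from slide, as the splits do not follow the slides. The other 99 splits gave 0 probes by adjusted p, and at most 226 lncRNAs and 344 mRNAs by unadjusted p. In 41 of them the 2 arrays of slide 3 fell in 1 group; with these arrays apart, the highest counts by unadjusted p were 39 lncRNAs and 138 mRNAs.

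The counts of called probes depend on the processing more than the directions do. By adjusted p, the 122 lncRNAs became 34 and the 307 mRNAs 141 with normexp, 42 and 101 with the slide as a block, and 77 and 183 with the slide as a random block. Leaving out 1 rat gave 94 to 157 lncRNAs and 244 to 352 mRNAs. By unadjusted p, the 332 lncRNAs became 1085 with 75th percentile scaling, 40 with normexp, 179 with probes well above background on all 10 arrays, 126 with array quality weights, 135 with the slide as a block, 164 with it as a random block and 136 without slide 3. The 621 mRNAs became 1646, 167, 351 with array weights, 303, 378 and 397. Leaving out 1 rat gave 189 lncRNAs (without WKY1-3) to 548 (without WKY4-2) and 422 to 966 mRNAs for the same rats; without WKY1-2 there were 190 lncRNAs, without WKY1-5 523 and without WKY4-1 540. Under the stricter filter, all 597 of the 953 calls that were still tested were kept and 5 were new. The fall under that filter thus comes from probes no longer tested. With normexp, the added offset of 50 lowers folds by construction, and how much of the fall it accounts for was not tested. The cause of the other changes was not tested.

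The share of higher and lower probes also moved, with the scaling, without the arrays of slide 3 and with array quality weights. It moved too with the slide as a block or as a random block, where the share of higher probes fell. Under the stricter filter the share of higher lncRNAs rose. Without slide 3, 48 lncRNAs were higher and 57 lower in SHRs by adjusted p, and 56 and 80 by unadjusted p. For mRNAs these were 84 and 173, and 107 and 290. Array quality weights gave 47 and 79 lncRNAs and 104 and 247 mRNAs by unadjusted p. The slide as a random block gave 31 and 46 lncRNAs and 60 and 123 mRNAs by adjusted p. Probes well above background on all 10 arrays gave 118 and 61 lncRNAs and 208 and 215 mRNAs by unadjusted p. By 75th percentile scaling, 28 lncRNAs were higher and 93 lower in SHRs by adjusted p, and 43 and 1042 by unadjusted p; for mRNAs these were 73 and 247, and 98 and 1548. This scaling moved the median difference of all kept probes from 0.03 to -0.16 log2. With normexp 10 lncRNAs were higher and 24 lower by adjusted p, and 14 and 26 by unadjusted p; for mRNAs these were 40 and 101, and 48 and 119.

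Of the 429 probes called by adjusted p, 300 were kept under 75th percentile scaling, 166 with normexp, 412 on the authors' normalized values, 327 with the methods' t-test, 327 with array weights, 129 with the slide as a block and 246 with it as a random block. All 429 kept their sign under each of these, and of the 953 called by unadjusted p, 919 kept it with the slide as a block. The fit with the slide as a block rests on 1 SHR and 3 WKY rats for the difference between the strains.

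Table S3 lncRNAs fell from 16 to 10 with the slide as a block, with the cause not tested; leaving out any 1 rat left 16. Table S4 mRNAs stayed at 17 to 20 of 20, and 19 of the 19 tested under the strict filter. The qRT-PCR lncRNAs stayed at 10 to 13 and the qRT-PCR mRNAs at 17 to 19. Over 46 named probes and 1098 values under alternatives, 1075 kept their side of the threshold, 23 fell short of it and 0 changed direction. Of the 11 probes that fell short under any alternative, 10 did so with the slide as a block.

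The separation of the strains on the first component was -76.4; it was -102.1 with 75th percentile scaling, -74.0 on the authors' normalized values, -66.6 with the strict filter and -58.9 without slide 3.

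The 377 pairs with a PCC of at least 0.95 became 88 with Spearman's rho, 33 at a PCC of at least 0.99 and 572 with all kept mRNA probes, and lay between 380 and 503 with 1 rat left out. Within strain, the 17 pairs became 1 with Spearman's rho, 0 at the stricter PCC, 6 with mRNAs called by adjusted p, 237 with all kept mRNA probes 40 centred on strain and slide and 9 with this centring and without SHR3-3, and lay between 3 (without SHR3-3) and 53 (without SHR3-1) with 1 rat left out; without SHR2-3 there were 32, without SHR3-4 52, without WKY1-2 30 and without WKY1-5 29. With a rat left out, the mRNAs were called again without it, so that the sets of mRNAs differ. A larger set of mRNAs gives more pairs by construction. The cause of the other changes was not tested.

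Signal over background limits the largest folds: XR_341219 and ASRN6AP1B102800876V3 were well above background on 2 of 5 SHR arrays, ASRNV20037236V3 on 0 of 5 SHR arrays, and Lilrb3a, uc.98+ and ASRN6LNC1A100008167V3 on 4 of 5 WKY arrays, so that these have no value under the strict filter.

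Not run were the scan date as a block, since all arrays were scanned on the same day, the gene lists (ion channels, antigen presentation and others), since the array files do not pair lncRNA and mRNA probes with genes, and the comparison of probes of the same gene over all called probes, since the supplementary tables give more than 1 probe for Tnnt2 and AABR07037410.1 only. No paired analysis was possible because the strains share no replicate number.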

Differences from the paper's values

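The number of lncRNAs lower in SHRs was 162 by the unadjusted p of limma, and the paper's is 105. Of the alternatives set before the data were examined, the authors' normalized values (119), the methods' t-test (136), array quality weights (79), the slide as a block (86), the first number of the rat's name as a random block (131), and leaving out SHR3-3 (136), WKY1-2 (97) or WKY1-3 (96) lay within 1.5 times of the paper's value, and the others did not. The paper's flowchart gives another value for the same count, about 150 in Fig. 8, read by eye, and 162 lies within 1.5 times of it. The authors' normalized values together with the methods' t-test, chosen after the values were seen, gave 105. The same combination gave 120 lncRNAs higher, 201 mRNAs higher and 272 mRNAs lower in SHRs, where the paper's values are 120, 201 and 272.

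The number of mRNA probes correlated with each lncRNA at a PCC of at least 0.95 was lower than the paper's for all 6 lncRNAs with a probe: 52 against the paper's 121 for ENSRNOT00000057734, 85 against 150 for ENSRNOT00000075846, 74 against 128 for ENSRNOT00000093622, 57 against 141 for NR_131064, 93 against 159 for XR_341219 and 16 against 82 for XR_591307. Of the alternatives set before the data were examined, all kept mRNA probes lay within 1.5 times of the paper's value for ENSRNOT00000075846 (114), ENSRNOT00000093622 (93), NR_131064 (97), XR_341219 (131) and XR_591307 (60); leaving out SHR3-3 did for ENSRNOT00000075846 (104), ENSRNOT00000093622 (97), NR_131064 (108) and XR_341219 (109); and leaving out WKY4-1 did for ENSRNOT00000057734 (88). The others did not.

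The authors' normalized values with the mRNAs called by the methods' t-test gave 387 pairs over these 6 lncRNAs, where the paper's counts add up to 781. On these values 8 PCC thresholds from 0.95 to 0.88 were tried on the log2 scale and 2 on the linear scale, all chosen after seeing the values. At 0.92 on the log2 scale there were 748 pairs, with 121 for ENSRNOT00000057734 and 150 for ENSRNOT00000075846, equal to the paper's. At 0.91 there were 886 pairs and at 0.90 1010, with all 6 lncRNAs within 1.5 times of the paper's values. On the linear scale there were 205 pairs at 0.95 and 580 at 0.90.

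The paper lists ENSRNOT00000003443, ENSRNOT000000093505, uc.335+ and uc.247+ among its upregulated DE lncRNAs. By the adjusted p of limma they were not called (0.123, 0.149, 0.152 and 0.121); by its unadjusted p all 4 were. Of the 10 lncRNAs the paper lists as its top upregulated ones, 3 were among the 10 largest rises past the unadjusted threshold and the lowest stood at place 90; on the authors' normalized values with the methods' t-test, a combination chosen after the values were seen, 3 were and the lowest stood at place 60. For the downregulated lncRNAs 7 of the 10 were among the 10 largest falls, for the upregulated mRNAs 6 and for the downregulated mRNAs 9.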

Other observations

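In this part, the tests of E1A control probes, of an equal background offset, of spike-in RNA, of the smallest fall of bright corner spots, of other pairs of WKY arrays on the fit without slide 3, of the calls lost without it and of pairs centred on strain and slide, with all rats and without SHR3-3, were chosen after the result was seen or with alternatives added later.

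WKY1-2 and WKY1-3, the arrays of slide 3, stand apart from the other 8. Compared with WKY1-5, WKY4-1 and WKY4-2 in limma, 5881 of 35791 probes were past a fold change of 2 and the adjusted threshold, 2882 higher and 2999 lower on slide 3, with a median absolute difference of 0.43 log2. The 4 SHRs of slide 2 against SHR2-1 gave 0 such probes in limma, 62 by unadjusted p, with a median absolute difference of 0.13 log2; that comparison has 1 rat on one side. WKY1-5, whose name has the same first number as WKY1-2 and WKY1-3, lay with WKY4-1 and WKY4-2: the correlations across probes between these 3 were 0.992 to 0.993. The limma array weights of WKY1-2 and WKY1-3 were 0.188 and 0.186.

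Control probes differ on slide 3 too. The 10 E1A control probes have no rat target, and on both arrays of slide 3 all 10 were brighter than on every other array. The median E1A signal of an array was 2.23 log2 higher on slide 3 than on the other 8 arrays (6.25 to 6.42 against 3.48 to 4.53), and the rise of a single E1A probe had a median of 2.03 log2. The median signal of an array was also higher on slide 3 for control probes of the kinds DCP (by 1.65 log2), ETG (1.36) and eQC (1.17), whose targets the files do not give, for lncRNA and mRNA probes (0.71) and for negative control spots (0.86), while that of bright corner spots was lower by 0.40 log2, or by 0.61 log2 against the other 3 WKY arrays alone. An equal offset on all spots is argued against by the linear rise of the E1A probes, 60.7 times that of the negative control spots. A hypothesis is that more non-specific signal on slide 3 contributes to the distance of these 2 arrays. It may do so for the probes lower on slide 3: added signal cannot lower a probe, and 741 of 35788 probes were lower on slide 3 than on the other WKY arrays by at least 1 log2 before normalization, against 3060 after quantile normalization. Before normalization 60 probes (0.168%) were lower by at least 1 log2 more than the 0.61 log2 of the bright corner spots, and 154 (0.430%) by at least 1 log2 more than the smallest such fall against 1 other WKY array, 0.36 log2. For the distance of these arrays as a whole, non-specific signal and a difference between these 2 rats and the others cannot be told apart, since slide 3 holds only these rats and the explanation was found from the same values.

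The rise of the E1A probes has explanations that stay open. Among 4476 lncRNA and mRNA probes as dim as the E1A probes are elsewhere, the median rise on slide 3 was 1.48 log2, 94.5% rose, and 13.8% rose by at least 2.23 log2, so a rise of all dim probes on slide 3 cannot be told apart from more signal on E1A probes in particular. The E1A probes are also the targets of a spike-in RNA mix. Their rises differed by 2.16 log2 (0.83 to 2.99), and in linear units lay between 11.0 and 90.0, which leaves spike-in RNA on slide 3 open.

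The calls depend on slide 3 to a different degree. By adjusted p, 69.7% of the 429 calls were kept without WKY1-2 and WKY1-3, and these 299 calls were past both thresholds without the arrays of slide 3, which argues against these arrays as the cause of the calls as a whole. For the 130 calls lost, the arrays of slide 3 stay open as a cause: without 2 WKY arrays of slide 1 between 89.5% and 92.8% of the calls were kept, but without 1 WKY array of slide 1 and 1 of slide 3 between 65.3% and 69.9%. The total number of calls also rose without 2 arrays of slide 1, from 429 to 881, 1853 and 2036. By unadjusted p it rose from 953 to between 2944 and 3086. Without 1 array of each slide the total by adjusted p was 294 to 318. The high share kept without 2 arrays of slide 1 thus came with many more calls. Without WKY1-2 alone 340 of the 429 calls were kept, and without WKY1-3 alone 335. By unadjusted p, 44.1% of the 953 calls were kept, where 69.6% to 76.4% were kept without 1 WKY array of slide 1 and 1 of slide 3 and 91.8% to 94.8% without 2 arrays of slide 1. This is consistent with the arrays of slide 3 as a source of the 533 calls not kept. Whether those are effects of the slide or of the rats on it was not tested.

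With the lncRNA's values permuted within strain, a median of 329 pairs was reached, 87.3% of the 377 observed. This is consistent with the strain difference of both members as the main source of the pairs. For the pairs within strain, the difference between the slides could have been a cause. After centring on strain and slide 40 pairs were past the threshold, 14 of the 17 among them, where permutations within strain and slide gave a median of 6 and at most 52 (permutation test, p = 0.033). Of these 40, 34 involved NR_131064. Without SHR3-3, on the 522 mRNA probes called without it, there were 9 pairs after this centring. The permutations gave a median of 15 (permutation test, p = 0.937). On the 621 probes called with all rats there were 11, with a permuted median of 17 (permutation test, p = 0.902). The test thus rests on 1 rat and the difference between the slides stays open. Without SHR3-3 the number of pairs within strain, centred on strain only, was 3 in place of 17.

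The arrays also carry 50 probes with 10 spots each, which the paper does not report. 1 of them showed no overlap between the strains and a fold change of at least 2, with a mean log2 signal of 8.85 in SHRs and 7.75 in WKY rats (SE of the difference 0.11, adjusted p = 0.000217 from limma on these 50 probes together with the kept ones, a fit added after the data were seen). It was the only one of the 50 past both thresholds in that fit; with the slide as a block its log2 difference was 0.92, which is less than 2-fold, with an adjusted p of 0.0372. It was chosen after its value was seen, and the files give no accession for it.

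A sequence variant under a probe, blood or muscle in the gland and fewer lymphocytes were listed as explanations before the data were examined and were not tested over the arrays, since the array files do not pair lncRNA and mRNA probes with genes and the supplementary tables name few probes.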
